# Genome-wide sequencing of small RNAs reveals a tissue-specific loss of conserved microRNA families in *Echinococcus granulosus*

**DOI:** 10.1186/1471-2164-15-736

**Published:** 2014-08-29

**Authors:** Yun Bai, Zhuangzhi Zhang, Lei Jin, Hui Kang, Yongqiang Zhu, Lu Zhang, Xia Li, Fengshou Ma, Li Zhao, Baoxin Shi, Jun Li, Donald P McManus, Wenbao Zhang, Shengyue Wang

**Keywords:** *Echinococcus granulosus*, microRNA, Deep sequencing, Differential expression, Life cycle stage development

## Abstract

**Background:**

MicroRNAs (miRNAs) are important post-transcriptional regulators which control growth and development in eukaryotes. The cestode *Echinococcus granulosus* has a complex life-cycle involving different development stages but the mechanisms underpinning this development, including the involvement of miRNAs, remain unknown.

**Results:**

Using Illumina next generation sequencing technology, we sequenced at the genome-wide level three small RNA populations from the adult, protoscolex and cyst membrane of *E. granulosus*. A total of 94 pre-miRNA candidates (coding 91 mature miRNAs and 39 miRNA stars) were *in silico* predicted. Through comparison of expression profiles, we found 42 mature miRNAs and 23 miRNA stars expressed with different patterns in the three life stages examined. Furthermore, considering both the previously reported and newly predicted miRNAs, 25 conserved miRNAs families were identified in the *E. granulosus* genome. Comparing the presence or absence of these miRNA families with the free-living *Schmidtea mediterranea*, we found 13 conserved miRNAs are lost in *E. granulosus*, most of which are tissue-specific and involved in the development of ciliated cells, the gut and sensory organs. Finally, GO enrichment analysis of the differentially expressed miRNAs and their potential targets indicated that they may be involved in bi-directional development, nutrient metabolism and nervous system development in *E. granulosus*.

**Conclusions:**

This study has, for the first time, provided a comprehensive description of the different expression patterns of miRNAs in three distinct life cycle stages of *E. granulosus*. The analysis supports earlier suggestions that the loss of miRNAs in the Platyhelminths might be related to morphological simplification. These results may help in the exploration of the mechanism of interaction between this parasitic worm and its definitive and intermediate hosts, providing information that can be used to develop new interventions and therapeutics for the control of cystic echinococcosis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-736) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are a class of endogenous non-coding RNAs of around 22 nucleotides (nts) in length. They play a role as post-transcriptional regulators, partially or completely complementary binding to messenger RNA transcripts (mRNAs), usually resulting in direct degradation or translational repression of target genes [1, 2]. In eukaryotes, miRNAs are involved in a broad variety of biological processes [3], such as embryonic development, cell proliferation, cell differentiation, and apoptosis. To date, more than twenty thousand miRNAs from 223 species have been registered in the miRBase (http://www.mirbase.org/, release 21.0, June 2014) [4]. miRNAs are usually highly conserved throughout the animal kingdom [2]. They have been continuously added to Metazoan genomes. The emergence of vertebrates is characterized by a strong increase in miRNA families, and correlates with the increase in vertebrate morphological complexity [5–7]. Therefore, miRNAs may have significantly contributed to phenotypic evolution in animals. Recently, a high rate of the loss of conserved miRNA loci has been found in the nematodes and the flatworms [8, 9]. This result suggested that the miRNA losses in Platyhelminths are not random events. However, to date, there is no report about the mechanisms of miRNA losses in metazoan phylogenetics.

*Echinococcus granulosus* is a flatworm and member of the Platyhelminthes, and is the causative agent of cystic echinococcosis (CE), a disease that is distributed throughout most areas of the world [10, 11]. Currently, up to 3 million people are infected with *E. granulosus* [12], and, in some areas, 10% of the population has detectable hydatid cysts by abdominal ultrasound and chest X-ray [13, 14]. This tapeworm requires two mammalian hosts to complete its life cycle. The mature adult worm resides in the small intestine of a carnivore (definitive host) and releases worm segments or proglottides containing hundreds of eggs which contaminate vegetation and water. When the eggs are swallowed by an intermediate host such as a sheep, the eggs hatch to release larval oncospheres into the digestive tract which are activated by bile and gastrointestinal enzymes. The activated oncospheres penetrate the intestinal wall and migrate via the circulatory system to various organs (mainly the liver and lungs). In these organs, the oncospheres develop into hydatid cysts over many months and the cysts generate brood capsules within which protoscoleces (PSC) are produced asexually. The cycle is completed when a canine (dog, wolf, fox) definitive host swallows PSC present in the hydatid cysts in infected offal, and the PSC develop into adult worms in the small intestine [15].

Although the life cycle of *E. granulosus* is well known, the mechanisms underlying the main developmental events throughout remain largely unclear. Our previous study of the transcriptome of *E. granulosus* revealed that 1,452 genes were up- or down-regulated in adult, PSC and cyst stages [16]. Moreover, a global proteomic analysis of the expression characteristics of *E. granulosus* in larval and adult stages identified 22 adult-specific and 263 PSC-specific proteins [17]. These studies suggested that transcriptional regulatory mechanisms are pivotal in the control of *E. granulosus* development.

In regards to flatworms, miRNAs have been experimentally identified in *Schmidtea mediterranea* [18, 19], *Schistosoma japonicum* [20–22] and *Schistosoma mansoni* [23, 24]. A PCR-based cloning study identified 26 mature miRNAs in PSC and the cystic stage of *E. granulosus* [25]. However, due to the hitherto restricted experimental methods and the limited genomic information available, the numbers and expression profile of *E. granulosus* miRNAs are still unclear. Here, we used next generation sequencing technology (NGS) to further explore the diversity of *E. granulosus* miRNAs and their expression patterns in different life stages. We expand the miRNA repertoire of *E. granulosus* and identify new miRNA encoding loci. Through comparing miRNA families in the Platyhelminths, we found that the losses of *E. granulosus* miRNAs may be associated with the loss of ciliated cells, the gut and sensory organs. The results significantly enhance our knowledge of miRNA species in *E. granulosus* and provide insights into miRNA evolution, biogenesis, and expression in parasites generally.

## Results

### Deep sequencing of three small RNA libraries from *E. granulosus*

To investigate the composition of small RNAs and the dynamic changes of miRNA expression during *E. granulosus* development, three small RNA libraries were constructed from adults, PSC and cyst membrane, and sequenced using Solexa sequencing technology. After removing low-quality sequences, adaptor contaminants and RNAs smaller than 18 nts, we obtained 23,632,021, 20,978,758 and 15,975,894 high-quality reads of small RNAs sized 18–30 nts from adults, PSC and cyst membrane, respectively [Additional file 1: Table S1]. Of these reads, 73.48% (adult), 73.31% (PSC) and 71.60% (cyst membrane) were 20 to 24 nts in length (Figure 1a), which is the typical size range for Dicer-derived products [26]. 

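Each stage was represented by 1 library, so no difference between the 3 libraries had a replicate check. Adult worms came from infected dogs, and the PSC, the larval forms inside the hydatid cyst, and the cyst membrane came from cysts of sheep. RNA of 18 to 30 nt was ligated to adaptors, amplified by PCR and sequenced on an Illumina Genome Analyzer. The authors trimmed the adaptors and deposited the raw read count of every distinct sequence in each library, before any match to the genome. The counts summed to 23632021 reads of 2808108 distinct sequences for adults. Of the other 2 libraries, the one whose sample label is germ layer held 20978758 reads of 1604397 distinct sequences, and the one labelled PSC held 15975894 reads of 845954 distinct sequences. In each of the 3 libraries the total and all 13 length classes from 18 to 30 nt were equal to those of 1 stage in Table S1. The library labelled germ layer had the values given there for PSC, and the library labelled PSC had those of cyst membrane. The names of the deposited files go with the totals and not with the sample labels. Libraries were therefore named by their totals, as the PSC library (labelled germ layer) and the cyst membrane library (labelled PSC). The tests of differences between libraries were also made with the labels. Reads were assigned to miRNAs on the precursors of Table S7 with at most 1 mismatch, from 2 nt before to 5 nt after the listed sequence. TPM is scaled to the reads assigned to miRNAs in a library, and RPM to all its reads of 18 to 30 nt. A count of 3 reads or fewer was treated as the limit of detection, which was 0.127 RPM in adults, 0.143 in PSC and 0.188 in cyst membrane. As the reads were amplified without molecular identifiers, all intervals cover counting error only.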

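In the adult library 17364817 reads, or 73.48%, were 20 to 24 nt long (95% Wilson interval 73.46% to 73.50%). The share was 73.31% in the PSC library (73.29% to 73.33%) and 71.60% in the cyst membrane library (71.57% to 71.62%), and the labels exchange the last 2 values. The interval of the cyst membrane library lay below those of the others, which says nothing about the spread between worms or cysts. The shares depended most on how sequences were weighted. When every distinct sequence was counted once, 54.1% of the sequences in adults, 52.1% in PSC and 54.0% in cyst membrane were 20 to 24 nt long. The most frequent sequence alone took 12.6% of the adult reads, 15.0% of the PSC reads and 7.37% of the cyst membrane reads.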

Through sequence mapping, 11,680,028, 12,966,593 and 9,375,095 reads from the three libraries perfectly matched to *E. granulosus* genome [16], [Additional file 1: Table S2]. After discarding known non-coding RNAs, such as rRNA, tRNA, snoRNA, repeat-associated RNA, and degraded fragments of mRNAs, the remaining 10,069,724, 11,775,532 and 8,025,262 small RNA reads from adults, PSC and cyst membrane, respectively, were used to search for both known and novel miRNAs (Figure 1b) [Additional file 1: Table S2].

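On the precursors of Table S7, 2506542 adult reads were assigned to known or candidate miRNAs, which was 10.6% of all reads of 18 to 30 nt in that library (95% Wilson interval 10.59% to 10.62%). The share was 15.1% in the PSC library (15.08% to 15.11%) and 23.7% in the cyst membrane library (23.65% to 23.69%). Precursors of the 23 known miRNAs received most of these reads, with 9.10% of all reads in adults, 13.3% in PSC and 22.7% in cyst membrane. The setting that lowered the shares most was to count only the exact listed sequence, which gave 6.41% in adults, 7.34% in PSC and 13.5% in cyst membrane. The genome and the sets of other non-coding RNAs were not used here, so these shares refer to all reads and not to genome-matched reads.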

**Figure 1:**
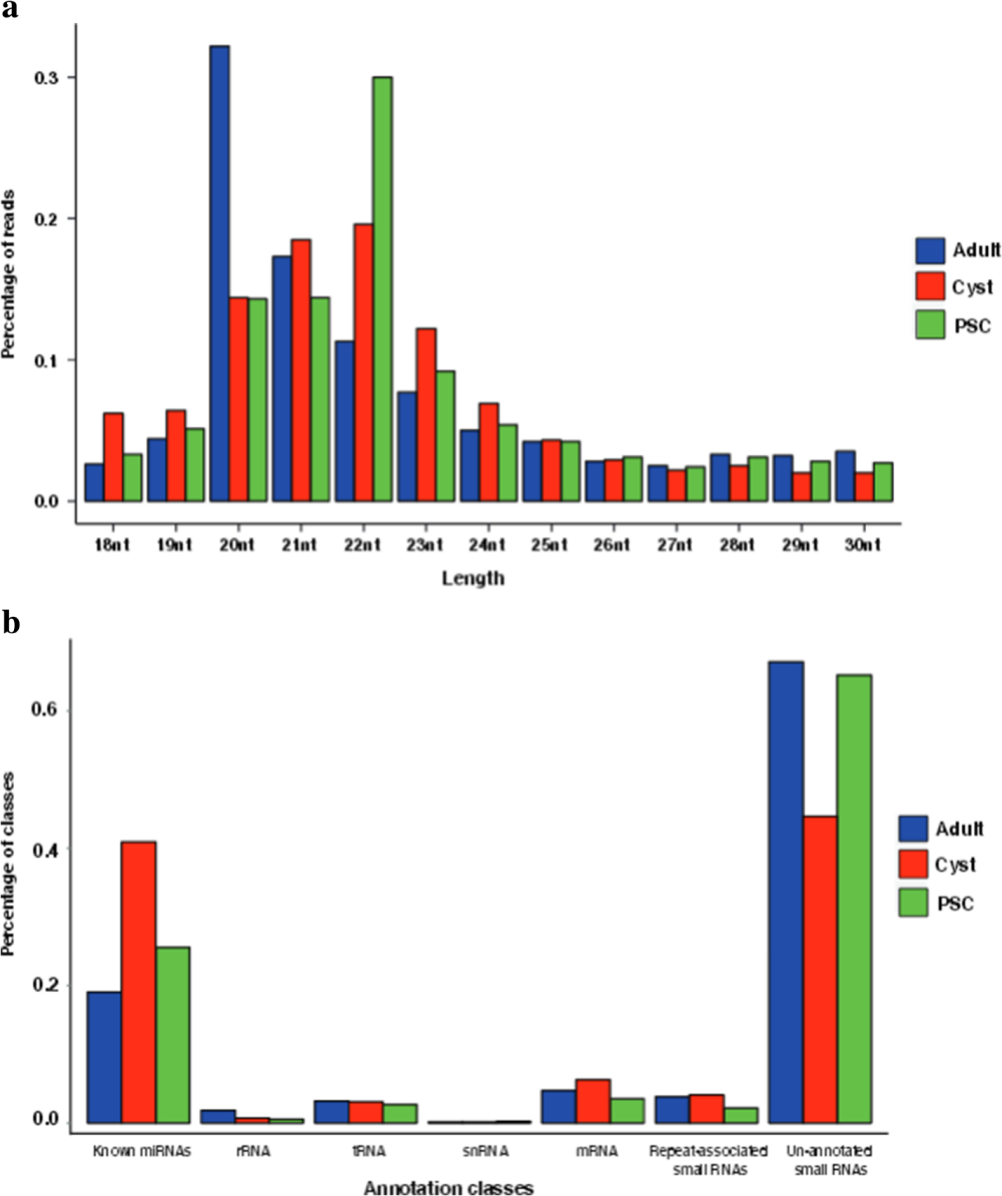
**Size distribution and classification of the small RNAs in the different libraries. (a)** Length distribution of the sequencing reads in the three libraries. The length percentages were calculated by dividing the counts of 18–30 nts reads in each library. The lengths of the small RNA reads are mainly distributed from 20 to 24 nts. **(b)** Classification of the sequenced small RNAs from adults, cyst and protoscoleces (PSC), respectively. The percentages were calculated by dividing the counts of reads matched to the genome.

### Identification of known and novel miRNAs from *E. granulosus*

To date, 23 mature miRNAs of *E. granulosus* have been identified [25] and are included in the miRBase database 20.0 (http://www.mirbase.org/). 

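All 23 known mature miRNAs had reads in each of the 3 libraries. The least frequent of them had 118 reads in all and the median was 35350 reads. In every library, 21 of the 23 had at least 100 reads. Requiring at least 10 reads in all left the number at 23.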

By deep sequencing, we found that all of the known mature miRNAs were present in our data sets [Additional file 1: Table S3], the majority being abundant in all three libraries. Furthermore, we also identified 23 miRNA stars from the known miRNA precursors [Additional file 1: Table S3].

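The 23 listed miRNA stars of the known precursors all had at least 1 read, and 20 of them had at least 10 reads in all. They were rarer than the mature miRNAs, with a median of 1054 reads, and 20 were read in every library. One star had a single library with reads. When only the exact listed sequence was counted, 14 of the stars were found. The paper identified these stars in the same libraries, so that they have reads is no independent check.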

In addition to known miRNAs, we also used miRDeep2 to predict and score novel miRNA precursors [27] and identified 94 miRNA candidates encoding 91 mature miRNAs and 39 miRNA stars [Additional file 1: Table S4 and S5]. 

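Reads were found for all 91 candidate mature miRNAs and all 39 candidate stars. The depth behind them was lower than for the known miRNAs, with a median of 27 reads per candidate mature miRNA. At least 10 reads in all were found for 68 of the mature miRNAs and 16 of the stars. Of the 91 candidate mature miRNAs, 48 were read in every library and 19 in a single library. Fewer than 5 reads supported 17 of the 39 stars. The paper predicted the candidates from these same libraries and kept precursors with at least 5 reads. That they have reads is therefore no independent check.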

All these miRNAs can be folded into characteristic miRNA stem-loop secondary hairpin structures and have a 1-2 nt 3′overhang pattern generated by Dicer cleavage during mature miRNA generation [Additional file 2]. 

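The 117 precursors of Table S7 were folded at 37 °C with ViennaRNA, and each of the 23 known and 94 candidate precursors formed a structure with a single hairpin loop. The median minimum free energy was -31.1 kcal/mol for known and -24.65 kcal/mol for candidate precursors, and the highest was -17.4 kcal/mol. A 3′ overhang of 1 or 2 nt between the mature and star sequences was found on at least 1 end for 21 of the 23 known precursors. It was found for 85 of the 94 candidate precursors, and on both ends for 14 known and 60 candidate precursors. Only 40 of the 94 candidate precursors had reads of a listed star. For the others the star is predicted only, so their overhang cannot test cleavage by Dicer. The 85 and 60 include them. Among the 23 known and 71 candidate precursors with at least 10 reads, the reads of an arm started at the listed 5′ end in a median of 98.3% of cases for known and 97.2% for candidate precursors. This share was 90% or more for 20 of the former and 44 of the latter. The paper predicted the candidate precursors from the reads of these libraries and filtered them by fold and free energy. For candidates, the hairpins and the 5′ ends are therefore no independent check.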

We evaluated evolutionary conservations by homologous searches to known metazoan miRNAs and found 11 pre-miRNAs were classified into known families based on their precursor sequences, whereas 83 did not show homology with other miRNAs. We further matched these predicted pre-miRNA candidates to the *E. multilocularis* genome (http://www.sanger.ac.uk/cgi-bin/blast/submitblast/Echinococcus) and found 82 of 94 miRNA candidates were evolutionarily conserved (identity ≥87%) in both species [Additional file 1: Table S6]. To validate the novel miRNAs, we randomly selected 22 mature miRNAs and 5 miRNA stars, and conducted stem-loop RT-PCR [28]. All the selected miRNAs were expressed in *E. granulosus* [Additional file 3: Figure S1], suggesting that the filter criteria were sufficiently strict for predicting novel miRNAs.

miRNA clusters are a group of miRNA genes located within a proximal distance on a chromosome [29]. 

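In Table S7, the precursors of miR-71, miR-2c and miR-2b lay on the positive strand of scaffold EG_S00027, from 925546 to 925632, from 925649 to 925727 and from 925755 to 925831. MiR-4989 lay on EG_S00001 from 2377189 to 2377268 and miR-277 on the same strand from 2377325 to 2377404, with 56 nt between them. The precursor of miR-4988 was listed on another scaffold, EG_S00032, from 644065 to 644147.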

In the present study, besides two published miRNA clusters, miR-71/2b/2d and miR-277/4988 [25], we identified two additional miRNA clusters located in closed loci (EG_S00041: 46,144-53,961 and pathogen_EMU_scaffold_007768: 2,420,386-2,428,006) in the genomes of both *E. granulosus* and *E. multilocularis* (Figure 2a). One cluster consists of four homologous novel miRNAs (new-15, new-24, new-61 and new-7) in the positive strand (Figure 2b), while the other one is composed of new-12 and new-22 in the reverse strand (Figure 2c). 

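In Table S7 the 6 precursors spanned 7818 nt of scaffold EG_S00041. On the positive strand, new-15 lay from 46144 to 46201, new-24 from 46431 to 46488, new-61 from 46714 to 46771 and new-7 from 52255 to 52312. On the reverse strand, new-22 lay from 53713 to 53776 and new-12 from 53906 to 53961. In the adult library new-7 had 37763 reads, new-12 4830, new-61 3516, new-15 2444, new-22 640 and new-24 532. The mature miRNAs of the 6 precursors had 49725 reads in adults, 22 in the PSC library (labelled germ layer) and 15 in the cyst membrane library (labelled PSC).

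**Figure D1:**
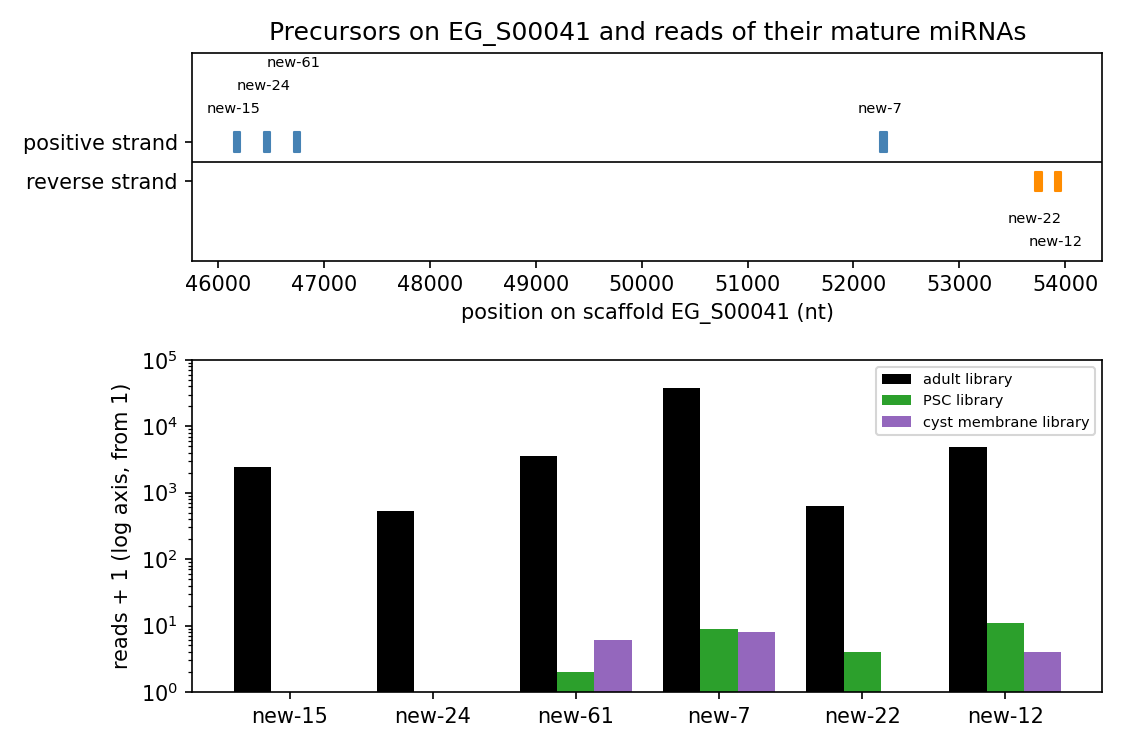
The upper panel shows the position in nt of the 6 precursors on EG_S00041, with the positive strand above the line and the reverse strand below it. The lower panel shows the reads plus 1 of each mature miRNA in the 3 libraries on a log axis that starts at 1, and each of the 6 has more reads in the adult library than in the other libraries.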

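Nucleotides 2 to 8 of the 5′ arm were GGCGCUU in new-24, new-61, new-7, new-12 and the star of new-22, and GGAGCUU in new-15. The listed mature sequence of new-22 is on its 3′ arm, so that its copy of GGCGCUU is in the star, which had 96 reads in all against 643 for the 3′ arm. Reads that carried the listed seed made up 99.3% of the 37778 reads of new-7, 99.2% of the 532 reads of new-24 and 72.8% of the 4843 reads of new-12.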

Multiple sequence alignments of the precursors of these novel miRNAs showed that they contained similar sequence at the ‘seed region’ [Additional file 4: Figure S2], which indicated that they may play similar roles in target regulation and belong to the same family.

**Figure 2:**
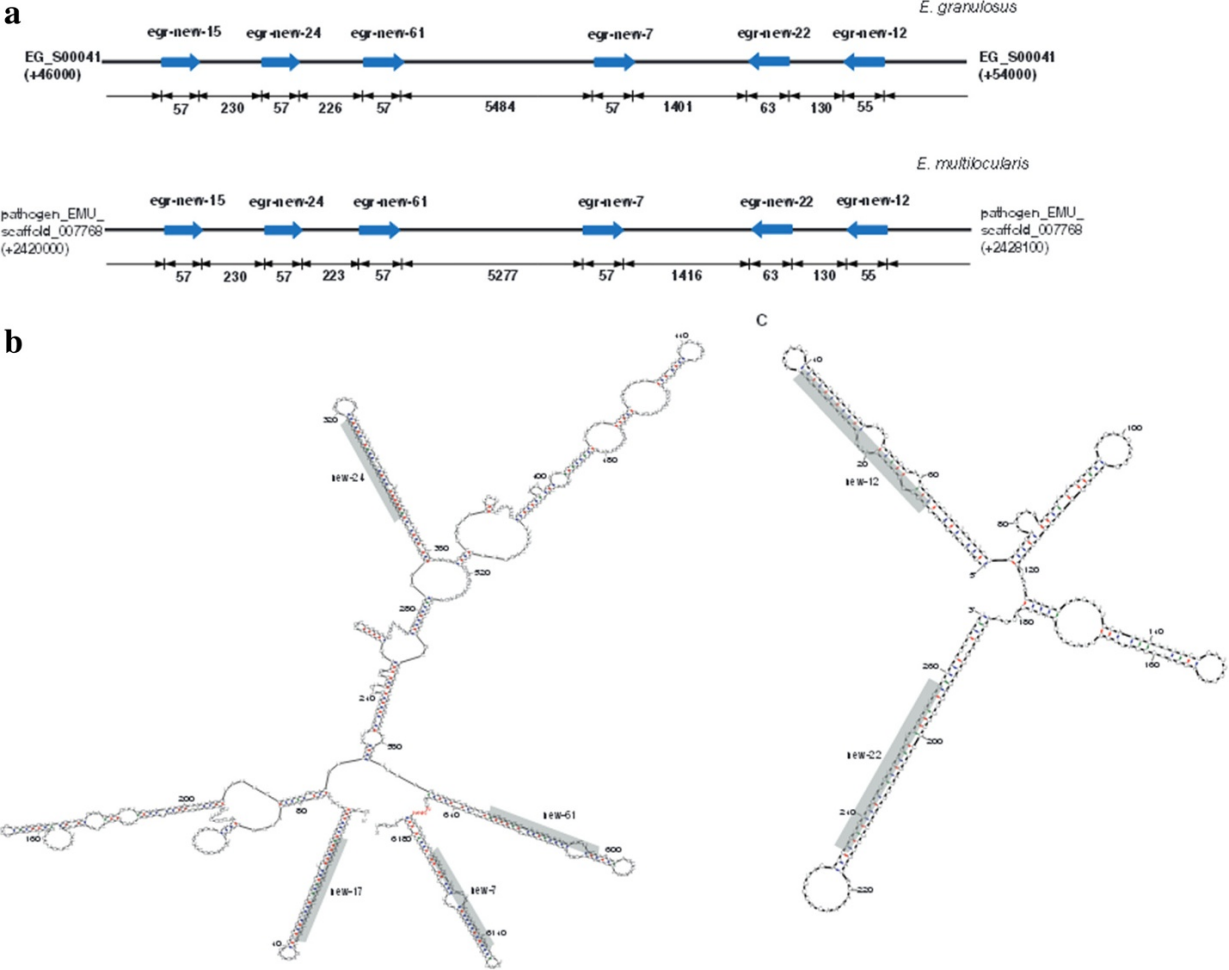
**Novel miRNAs and clusters detected in** ***E. granulosus.*** **(a)** The location of miRNA gene clusters in *E. granulosus* scaffolds. The rightward arrow indicates the location of the miRNA gene at the positive strand, while the leftward arrow indicates the miRNAs at the minus strand. The secondary structures of *Echinococcus* cluster containing new-17, new-24, new-61 and new-7 **(b)** and the cluster containing new-12 and new-22 **(c)** were predicted by mfold. The sequence of the mature miRNAs is shaded in grep. Limited by the size of the miRNA cluster, we used “N” instead of 5464 nt RNA sequences at the location between new-61 and new-7.

### Comparison of miRNA families of *E. granulosus*with other flatworms

It is now well established that many miRNAs come in families with the same seed sequences (typically defined as position 2–7 or 2–8 from the 5′ end of the mature miRNA) [30, 31]. From our 94 novel and 23 known miRNAs, 25 different miRNA families representing 29 miRNAs were classified. Of these, 24 families had been expected in the flatworms [8, 9], including one which is characteristic for Eumetazoa, 14 from Bilateria, 8 from Protostomia and one from Lophotrochozoa (Figure 3a). This result was much more than the 16 miRNA families finding in a study by Fromm *et al.* [9]. Interestingly, the remaining one miRNA family (mir-3479) is only present in *E. granulosus, S. mansoni* and *S. japonicum*.

**Figure 3:**
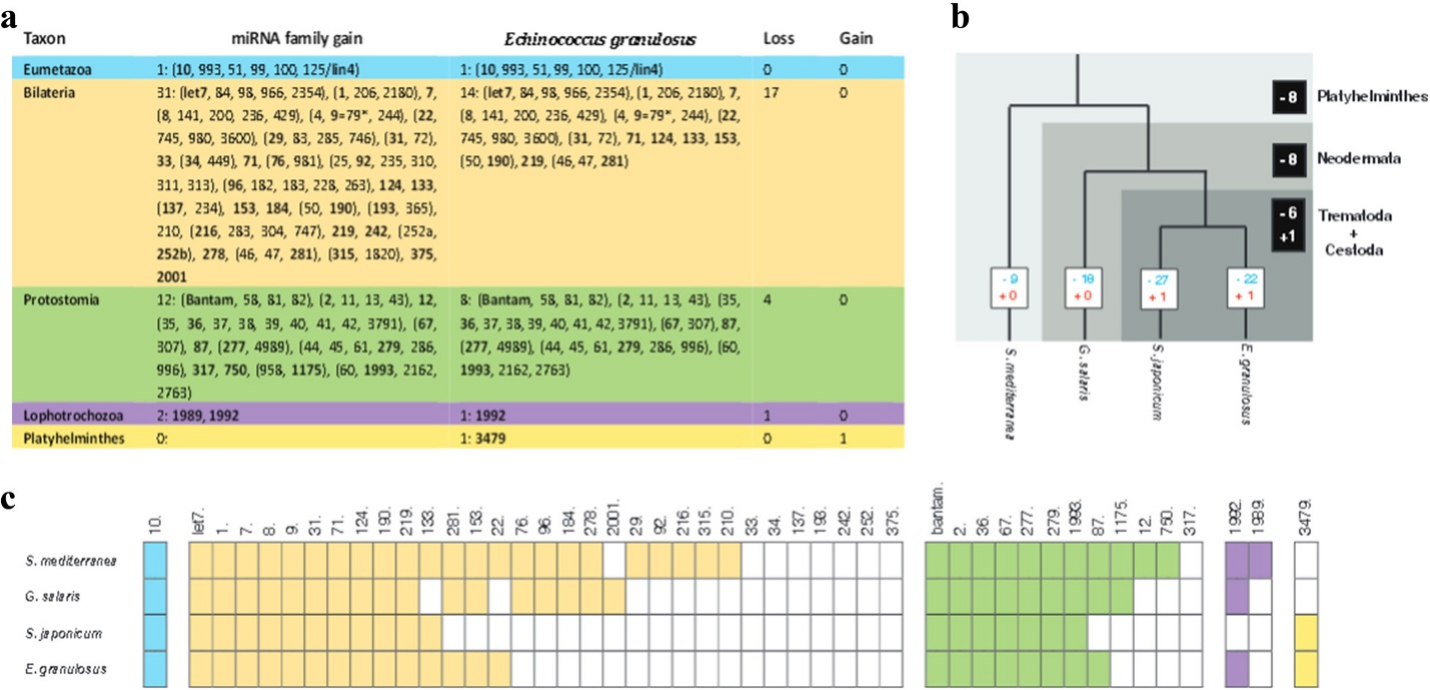
**Loss and gain of miRNA families in** ***E. granulosus*** **and other flatworms** ***.*** **(a)** The table for conserved miRNAs found in *E. granulosus* and inferred loss/gain number of conserved miRNA families. **(b)** The acquisition (red) and loss (blue) of miRNA families for 4 flatworms. Numbers in white squares show evolutionary acquisition and loss of miRNA families in each flatworms; Numbers in black squares show acquisition and loss of miRNA families in flatworms, Neodermataand Trematoda + Cestoda. **(c)** The distribution of the conserved eumetazoan (blue), bilaterian (orange), protostomian (green), lophotrochozoan (purple), and Platyhelminthes (yellow) miRNA families in flatworms.

We then compared the presence or absence of the conserved miRNA families of *E. granulosus* (Cestoda) with three other flatworms, *S. mediterranea* (Turbellaria) [18], *Gyrodactylus salaris* (Monogenea) [9] and *S. japonicum* (Trematoda) [22]. 

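Reads that started with nucleotides 1 to 18 of 1 reference sequence per family were counted. These sequences were written down from general knowledge of each family and were not checked against a database, so a count of 0 is no evidence that a family with another sequence is absent. Over the 3 libraries, 1 read matched mir-33, 4 matched mir-34, 3 matched mir-137, 8 matched mir-193 and 525 matched mir-375, of which 523 were from adults. No read matched mir-242 or mir-252. The limit that a count of 0 allows was 3 reads in each library.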

Similar to the previous study [9], 8 conserved bilaterian, protostomian, and lophotrochozoan miRNA families were not detected in the four flatworms (Figure 3b and c); these were mir-33, mir-34, mir-137, mir-193, mir-242, mir-252, mir-137 and mir-375. Furthermore, 8 miRNAs families, mir-29, mir-92, mir-216, mir-210, mir-315, mir-12, mir-750 and mir-1989 were only detected in the free living flatworm *S. mediterranea*, but not in *G. salaris*, *E. granulosus* and *S. japonicum*. 

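The search with nucleotides 1 to 18 of those reference sequences gave 1569 reads for mir-29, with 715 in adults, 838 in the PSC library (labelled germ layer) and 16 in the cyst membrane library (labelled PSC). For mir-92 it gave 530 reads, with 283 in adults, 245 in PSC and 2 in cyst membrane. There were 24 reads for mir-315, 20 for mir-210, 3 for mir-216 and 3 for mir-12, and none for mir-750 and mir-1989. The sequences used for mir-29 and mir-92 were written as those of vertebrates, which include the hosts. Other sequences with the seed of a family, nucleotides 2 to 8, were not counted in this search. Such a sequence had 3659 reads in PSC for mir-210 and 11376 for mir-92. The latter lay on a listed precursor and has the seed of miR-3479, for which the paper counted 11251 reads in PSC. It is therefore probably miR-3479. A seed alone does not place a sequence in a family.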

Finally, there are 6 miRNA families (mir-76, mir-96, mir-184, mir-278, mir-2001 and mir-1175) that are present in *S. mediterranea* and *G. salaris*, but are absent in *S. japonicum* and *E. granulosus*.

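With the same search and the same limit on a count of 0, mir-184 had 249 reads, of which 101 were from adults, 119 from PSC and 29 from cyst membrane. Mir-96 had 11 reads, all from adults, and mir-2001 had 1 read. No read matched mir-76, mir-278 or mir-1175. A sequence with the seed of mir-96, nucleotides 2 to 8, had 11764 reads in adults, 56685 in PSC and 29153 in cyst membrane. A sequence on a listed precursor with the seed of mir-184 had 388093 reads in PSC. In each library its reads were close to those of the whole 3′ arm of the miR-4988 precursor, which had 380106 in PSC. It is therefore probably from that arm. Neither the sequence with the seed of mir-96 nor that with the seed of mir-184 was counted in this search. A seed alone does not place a sequence in a family.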

### Expression profiles of miRNAs in the three life stages of *E. granulosus*

Combining all detected known and novel miRNAs, 117 pre-miRNAs coding 114 mature miRNAs and 62 miRNA stars were identified in all the *E. granulosus* libraries [Additional file 1: Table S7]. 

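All 114 mature miRNAs and 62 stars had at least 1 read in the 3 libraries. Of the 176 miRNAs, 91 had the same number of reads as in Table S8 in adults, 90 in PSC and 104 in cyst membrane. The numbers were within 1.5 times those of the table for 150 miRNAs in adults, 151 in PSC and 154 in cyst membrane.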

We used the ‘transcripts per million’ (TPM) approach to normalize the abundance value of each miRNA [Additional file 1: Table S8] [32, 33]. 

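MiR-71 ranked first among mature miRNAs in each library, with 949914 reads in adults, 1198161 in PSC and 2207398 in cyst membrane. This was 378960 TPM in adults, 378353 TPM in PSC and 583722 TPM in cyst membrane. Its rank was 1 in each library under all 11 other settings of counting, scaling and naming. In adults miR-1 came next with 203432 TPM, in PSC let-7 with 119114 TPM and in cyst membrane miR-7 with 230302 TPM. The order of let-7 and miR-1 in PSC depended on the counting. By the first 18 nt of the mature sequence, miR-1 had 156273 TPM there and let-7 95826.5 TPM. In the paper's Table 1 miR-1 is also above let-7 in PSC. With the labels in place of the totals, the values of PSC and cyst membrane change places.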

Through further evaluating the relative abundance of the mature miRNAs, we found miR-71 was the most abundant miRNA with over 300,000 reads in each library (Table 1), which was similar to the miRNA patterns in *S. japonicum* [34] and *C. elegans* [35]. 

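A mature miRNA was counted as restricted to a stage when at least 95% of its TPM, summed over the libraries, came from 1 library. MiRNAs named new- were taken as non-conserved and all others as conserved. The 33 conserved ones may thus include miRNAs that the paper did not place in a known family. Among these 33 only miR-36 met the rule of 95%, which was 3.03% (95% Wilson interval 0.537% to 15.3%). Among the 58 non-conserved miRNAs with at least 10 reads, 14 met it, which was 24.1% (15.0% to 36.5%). Of these, 11 were from the adult library, 2 from the PSC library (labelled germ layer) and 1 from the cyst membrane library (labelled PSC). The 2 intervals overlapped slightly. The alternative that moved the share most was to require at least 100 reads in all, which gave 9 of 17 non-conserved miRNAs, or 52.9%, and still 1 of 33 conserved ones. All 33 conserved miRNAs were read in every library, against 38 of the 81 non-conserved ones, whose median was 23 reads. Conserved miRNAs took 95.98% of the reads assigned to miRNAs in adults, 98.0% in PSC and 99.2% in cyst membrane.

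**Figure D2:**
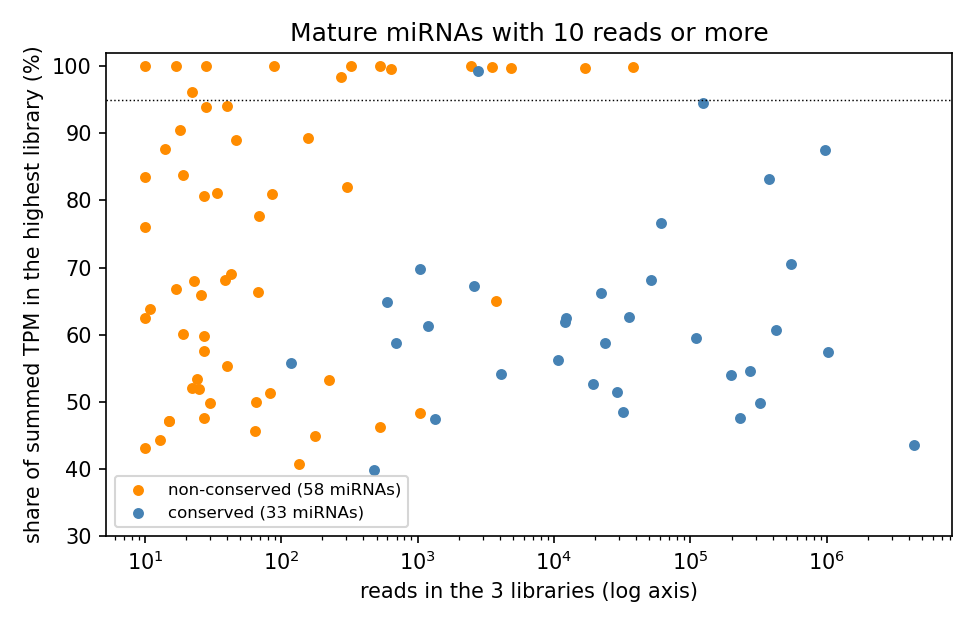
Each point is a mature miRNA, with its reads in the 3 libraries on a log axis and the share of its summed TPM found in its highest library in percent. The dotted line is the share of 95%, above which 14 of 58 non-conserved miRNAs and 1 of 33 conserved miRNAs lie.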

Whereas most of the conserved miRNAs were expressed constitutively at all development stages, more non-conserved miRNAs were stage-specifically expressed in *E. granulosus*.

**Table 1:** **The relative abundance of the top ten mature miRNAs in three life-stages of** ***E. granulosus***

Name	Adult*	Cyst*	PSC*	Total
**egr-miR-71**	325369.55	546105.37	302855.40	1174330.33
**egr-miR-1**	279745.11	71718.95	142856.71	494320.77
**egr-miR-7**	16646.88	215441.80	10754.68	242843.36
**egr-let-7**	13664.44	31789.98	95330.97	140785.39
**egr-miR-10**	77170.13	18409.03	30980.17	126559.32
**egr-miR-4988**	10474.34	12561.26	95883.37	118918.97
**egr-bantam**	31467.55	23201.17	47866.69	102535.41
**egr-miR-9**	8397.63	9500.11	78860.01	96757.75
**egr-miR-61**	25468.42	10554.49	39333.51	75356.42
**egr-miR-87**	17502.57	19390.63	34640.86	71534.06

*The relative expression levels of each miRNA were calculated by counting the numbers of respective miRNA reads normalized to the total number of reads of annotated miRNAs from each library.

The expression analysis showed that 65 miRNAs, comprising 42 mature miRNAs and 23 miRNA stars, exhibited statistically significant changes (a threshold of correct *P*-value < 0.001 and fold-change > 2.0) in at least one of the three life-stages during *E. granulosus* development (Figure 4a) [Additional file 1: Table S9]. 

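The reads of each pair of libraries were compared with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment, for miRNAs with at least 50 TPM in 1 library or more. A q-value below 0.001 and a fold above 2 were required. This test compares the libraries and not the stages. It called 62 miRNAs in at least 1 of the 3 comparisons, of which 42 were mature miRNAs and 20 were stars. Of the 65 miRNAs in Table S9, 60 were among them. The number depended most on the test, as edgeR's exact test with an assumed biological coefficient of variation of 0.4 called 19 miRNAs. Between the adult and cyst membrane (labelled PSC) libraries, 37 miRNAs were higher and 7 lower in adults, and with the labels these numbers were 19 and 23. They were 27 and 12 with TMM factors, 23 and 16 when scaled to all reads of 18 to 30 nt, and 22 and 16 with median-ratio size factors. They were 19 and 20 when miR-71 and miR-7 were left out of the library sizes, a setting chosen after the data were seen.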

Further evaluation of the expression patterns indicated that 9 miRNAs were mainly expressed in the adult worms and six of them (new-7, new-12, new-15, new-22, new-24 and new-61) are derived from the two new miRNA clusters [Additional file 5: Figure S3]. 

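In the adult library, 9 mature miRNAs had at least 50 TPM and at least 95% of their summed TPM. These were new-7 with 15065 TPM, new-10 with 6675 TPM, new-12 with 1927 TPM, new-61 with 1403 TPM, miR-36 with 1094 TPM, new-15 with 975.01 TPM, new-22 with 255 TPM, new-24 with 212 TPM and new-74 with 130 TPM. In the PSC library (labelled germ layer) and the cyst membrane library (labelled PSC), none of new-15, new-24 and new-74 had a read. New-7 was 5964-fold higher in adults than in PSC, where it had 8 reads, and new-15 was at least 1029-fold higher. The adult library was named alike by its label and its total. The number of such miRNAs lay between 8 and 10 over all settings.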

We used stem-loop real-time quantification RT-PCR to examine the expression of 35 randomly selected mature miRNAs and miRNA stars and 31 miRNAs were shown to be in accordance with the expression profiles detected by the Illumina sequencing [Additional file 1: Table S10].

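For the 35 miRNAs of Table S10, 28 mature miRNAs and 7 stars, the order of the libraries was compared with that of the paper's PCR values. The stage with the highest TPM was the stage with the paper's highest PCR value for 29 of the 35 miRNAs with libraries named by their totals and for 18 with libraries named by their labels. In the comparison of adult with PSC, the direction was the same as in the paper's PCR values for 30 miRNAs with libraries named by their totals. This number was not computed with the labels. For cyst membrane against PSC, 5 miRNAs had 3 reads or fewer in both libraries and were left out. Of the other 30, the direction was the same for 24 with libraries named by their totals. The labels reverse each direction and leave the other 6. With median-ratio size factors, chosen for this count after the data were seen, it was the same for 21 by their totals. The highest stage differed for miR-219, miR-1992, miR-10, miR-4989, miR-745 and miR-9. In adults and PSC, miR-4989 had 38160 and 37526 TPM.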

**Figure 4:**
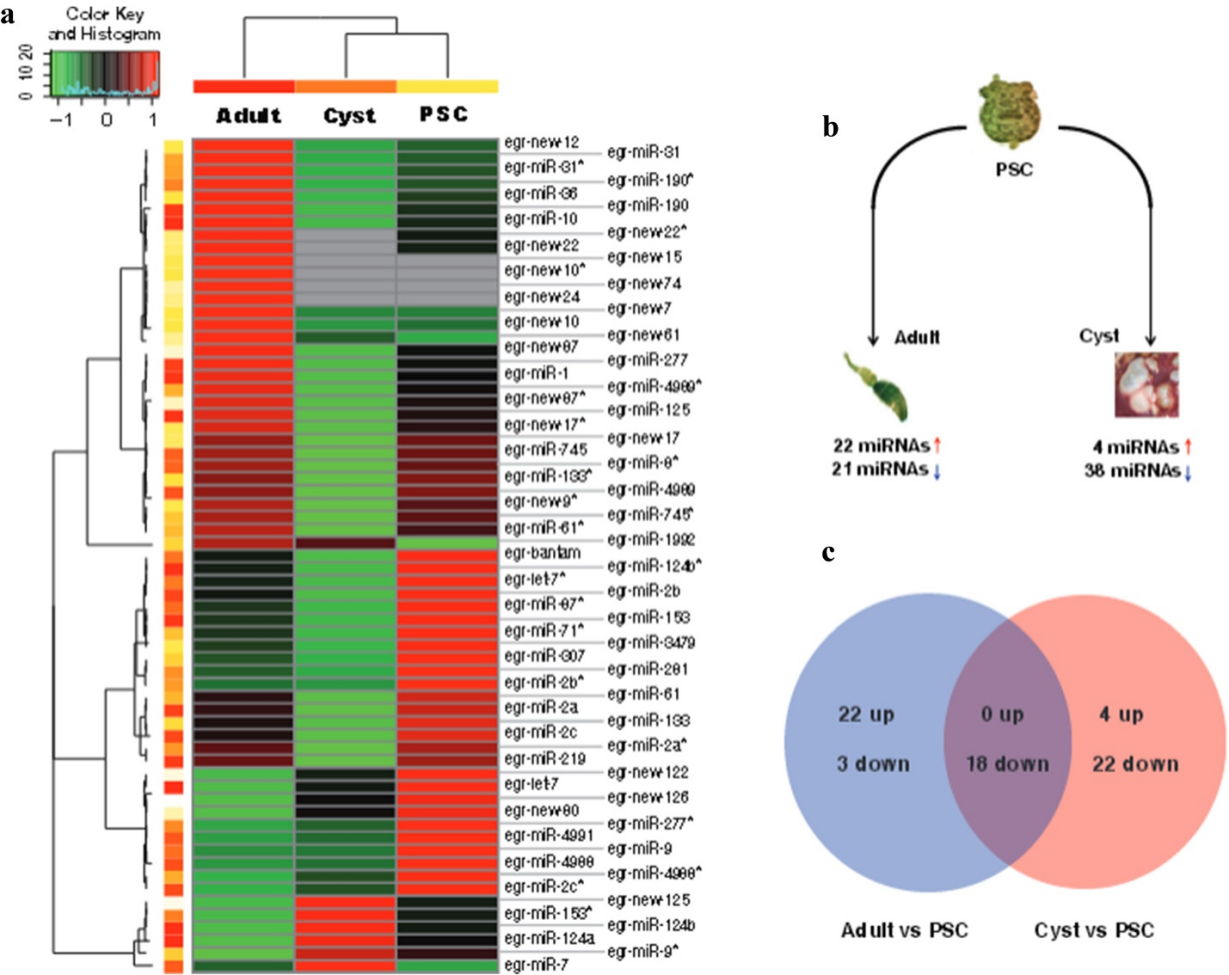
**Different expression profiles of miRNAs in** ***E. granulosus*** **. (a)** Heat maps of sequencing data from 65 differentially expressed miRNAs in the three libraries. The correct *P*-value < 0.001 and fold-change > 2.0 were used as the threshold criteria to define significant differences in miRNA expression. MiRNA expression is displayed using a color key where green corresponds to low and red to high numbers of miRNA normalized reads. **(b)** Differentially expressed miRNAs through comparing the adult or cyst with the PSC. Red arrow indicates the up-regulated miRNAs, and blue arrow represents the down-regulated miRNAs. **(c)** The different expression patterns of miRNAs through comparing the adult or cyst with the PSC. The comparison between the adult and cyst was made and removed similar trends of miRNAs compared to the PSC.

Since the larval PSC is an important transition life cycle stage, capable of developing either into an adult worm in the dog gastrointestinal tract or a secondary hydatid cyst in the intermediate host, we compared the expression levels of miRNAs in adult worms or cyst membrane with those in the PSC. 

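Against the PSC library (labelled germ layer), 42 of 67 tested miRNAs passed the test in adults, 19 of them higher and 23 lower. In the cyst membrane library (labelled PSC), 48 of 64 tested miRNAs passed it, 4 of them higher and 44 lower. The test compared single libraries. The largest change in the latter comparison was that of new-80, which was 64.7-fold lower with 271 reads in PSC and 5 in cyst membrane. MiR-7 followed, 17.1-fold higher in cyst membrane with a log2 fold of 4.10 (counting standard error 0.0072), and miR-9 was 9.70-fold lower. The excess of lower miRNAs in cyst membrane, 91.7% of the calls, moved with the scaling. It was 75% with TMM factors, 59.1% with median-ratio size factors and 82.5% when scaled to all reads of 18 to 30 nt. It was 40% when miR-71 and miR-7 were left out of the library sizes, a setting chosen after the data were seen. The median log2 fold of the tested miRNAs was -1.76 in the main scaling and -0.30 with median-ratio size factors. With the labels in place of the totals, 37 miRNAs were higher and 7 lower in adults, and 44 were higher and 4 lower in cyst membrane.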

A total of 43 miRNAs (22 up-regulated and 21 down-regulated) in adult tissue and 42 miRNAs (4 up-regulated and 38 down-regulated) in the cyst membrane were identified (Figure 4b). 

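Of the miRNAs that passed the test, 21 changed in the same direction from PSC in both libraries, 1 of them higher and 20 lower. This number was 22 when scaled to all reads of 18 to 30 nt, 12 with TMM factors and 6 with median-ratio size factors. It was 5 when miR-71 and miR-7 were left out of the library sizes. When these 21 were removed, 18 miRNAs were higher and 3 lower in adults only, and 3 were higher and 24 lower in cyst membrane (labelled PSC) only. Here only means without the same direction in the other library. The 8 miRNAs with opposite directions are therefore in both sets. These numbers moved with the scaling. They were 21 and 7 in adults only and 7 and 13 in cyst membrane only with TMM factors, 14 and 8 in adults and 6 and 12 in cyst membrane when scaled to all reads of 18 to 30 nt, and 21 and 13 in adults and 8 and 8 in cyst membrane with median-ratio size factors. When miR-71 and miR-7 were left out of the library sizes, a setting chosen after the data were seen, they were 17 and 20 in adults and 10 and 5 in cyst membrane. Both comparisons share the PSC library (labelled germ layer), so chance differences of that library move both folds. In 100 simulations of unchanged libraries against 1 PSC library, an assumed coefficient of variation between libraries of 0.4 gave a mean of 5.62 miRNAs with the same direction, and 18 at most. Without variation beyond counting, the simulations gave 0. All simulated libraries were drawn from the miRNA shares of the PSC library, so a shift of composition was not simulated. With the labels, 28 miRNAs changed in the same direction.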

Further removing similar trends of miRNA expression between adults vs PSC and cyst vs PSC, we found that 25 miRNAs (22 up-regulated and 3 down-regulated) and 24 miRNAs (4 up-regulated and 20 down-regulated) were specifically changed in the adult and cyst stage, respectively (Figure 4c). Amongst these, 8 miRNAs appeared to show reverse trends in expression in the adult and cyst stages compared with PSC; miR-125, miR-277, miR-4989*, new-17*, new-87 and new-87* were up-regulated in adult worms but down-regulated in cyst membrane. In contrast, miR-124a and miR-124b were down-regulated in the former stage but up-regulated in the latter [Additional file 1: Table S11]. These results imply that miRNA expression variation in the different life stages may be associated with the direction of development of PSC into either an adult worm or a secondary hydatid cyst.

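In these libraries 8 miRNAs passed the test in opposite directions from PSC (labelled germ layer). MiR-125 was 2.52-fold higher in adults and 5.48-fold lower in cyst membrane (labelled PSC), with 31688, 15876 and 3457 reads in adults, PSC and cyst membrane. MiR-277 was 4.06-fold higher and 4.22-fold lower, miR-4989* was 4.08-fold higher and 7.17-fold lower, and new-17* was 2.88-fold higher and 9.41-fold lower. New-87 was 2.51-fold higher in adults and 2.88-fold lower in cyst membrane. New-87* was 1.80-fold higher in adults, below the required fold, and 3.95-fold lower in cyst membrane. MiR-31 was 24.6-fold higher and 2.31-fold lower, and miR-36 was 165-fold higher in adults and at least 8.36-fold lower in cyst membrane, where it had 3 reads. The q-value was at most 4.02e-05 for the 2 changes of miR-36, from Fisher's exact test with Benjamini-Hochberg adjustment on the reads of 2 libraries. With TMM factors 5 miRNAs and with median-ratio size factors 4 miRNAs had opposite directions, and 4 and 2 of them were among the 8. In cyst membrane, miR-31 was higher than in PSC with median-ratio size factors, with a log2 fold of 0.26. With the labels in place of the totals, let-7 and new-122 had opposite directions and none of the 8 did. The simulations of unchanged libraries with a variation of 0.4 gave 0.22 such miRNAs on average and 2 at most, and edgeR's exact test with the same assumed variation called 0 miRNAs in opposite directions in these libraries.

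**Figure D3:**
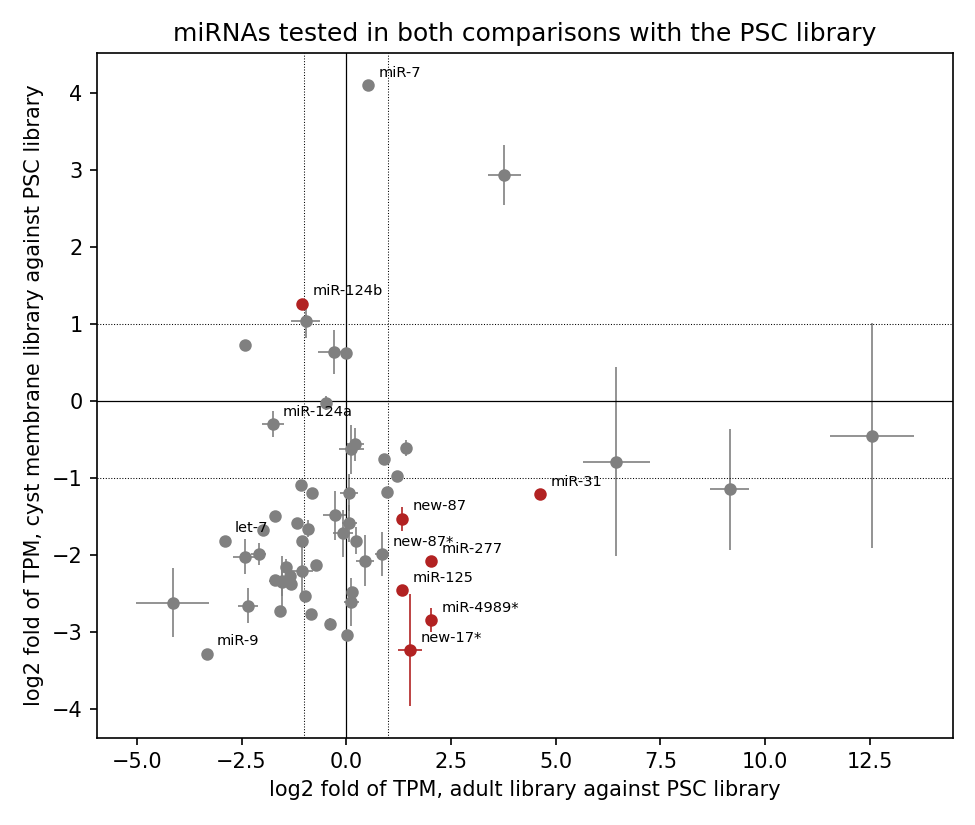
Each point is a miRNA tested in both comparisons, with its log2 fold of TPM in the adult library on the x axis and in the cyst membrane library on the y axis, both against the PSC library, for the 59 miRNAs whose folds are not bounds. Bars are 95% intervals from counting error, dotted lines mark a 2-fold change, and red points are 7 of the 8 miRNAs with opposite directions.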

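MiR-124b was 2.08-fold lower in adults and 2.40-fold higher in cyst membrane (labelled PSC) than in PSC (labelled germ layer), with 1070, 2814 and 8070 reads in adults, PSC and cyst membrane. MiR-124a was 3.38-fold lower in adults, with 142 reads against 606. In cyst membrane it had 589 reads, a log2 fold of -0.30 (counting standard error 0.083) that did not pass the fold threshold. The direction of miR-124a in cyst membrane changed with the scaling, to a log2 fold of 0.35 when scaled to all reads of 18 to 30 nt, 0.74 with TMM factors and 1.16 with median-ratio size factors, and to 0.30 with the labels in place of the totals.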

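In these libraries 8 miRNAs passed the test in opposite directions from PSC. From miRNAs with such reverse trends, the paper proposes that changes of miRNA expression between the life stages may be related to whether PSC develop into an adult worm or into a secondary cyst.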

### Target gene prediction and functional analysis

To assign biological functions to the 65 differentially expressed miRNAs, we predicted putative target genes using the Miranda program [36]. Based on previously published EST sequences [16], we found 3,622 genes possibly targeted by 114 mature miRNAs and 62 miRNA stars [Additional file 1: Table S12]. By enrichment analyses on the predicted targets, we determined that 182 genes could be categorized into 24 significant GO terms (adjust P < 0.05) [Additional file 1: Table S13]. The major target genes in the biological process categories were involved in the regulation of cell differentiation (GO:0045595), determination of adult lifespan (GO:0008340) and response to nutrient (GO:0007584). These results support our premise that the differentially expressed miRNAs may have important functions in the three different life cycle stages of *E. granulosus*.

By using real-time quantitative PCR, we observed that some differentially expressed miRNAs had obvious negative correlations with their target gene expression. For example, a high expressed miR-31 and a down-regulation of its target gene *ATP2B3 (EG_03132)* were simultaneously detected in the adult stage (Figure 5a). Moreover, in the adult and cyst stages of *E. granulosus*, obvious negative correlations were also observed between the expression of miR-7 and its putative target gene long-chain acyl-CoA synthetase (*LCFACS*, EG_02438) (Figure 5b). Finally, we observed a clear positive correlation between the expression of let-7 and its putative target gene vitamin D receptor (*VDR*, EG_04794) (Figure 5c).

**Figure 5:**
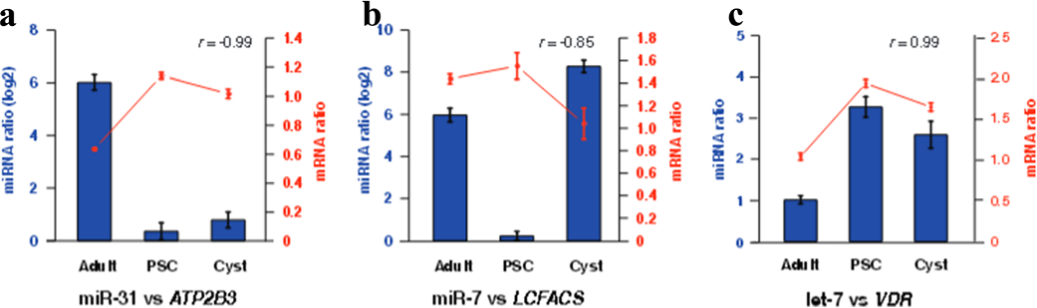
**Comparison of mRNA expression levels of predicted miRNA targets in different stages of** ***E. granulosus*** **. (a)** miR-31 *vs ATP2B*3, **(b)** miR-7 *vs LCFACS* showed nagetive correlation between expression of miRNA and their putative target genes, **(c)** let-7 *vs VDR* showed an positive correlation. The left and right Y-axes indicate the expression levels of the miRNAs and their targets, respectively. Blue bars show the expression levels of the miRNAs (log2 scale) in adult worms (Adult), protoscoleces (PSC) and cyst germinal membranes (Cyst) of *E. granulosus*. Red dots lines represent the expression levels of related target genes.

## Discussion

In the current study, we performed deep sequencing of small RNAs in three distinct developmental stages of *E. granulosus*. By Bowtie mapping, there are 11,680,028, 12,966,593 and 9,375,095 18–30 nt reads were located the *E. granulosus* genome, respectively. The remaining 40% unmapped reads could be ascribed to the following reasons: (1) some genetic polymorphisms may occur in the *E. granulosus* genome which interferes with Bowtie mapping; (2) unsatisfactory available genome data; some sequences are probably absent in the current draft genome of *E. granulosus* [16]; (3) miRNAs sequencing errors. NGS may randomly produce some base calling errors and influence the accuracy of short reads; (4) post-transcriptional editing of miRNAs may also have contributed to the mismatches observed.

It has been previously reported that the gain of miRNA genes in Metazoan species is associated with an increase in morphological complexity [6]. However, a high rate of the loss of conserved miRNA loci has been found in many subgroups of the Platyhelminthes [9]. Basing on evolutionary conservation analysis, we also found a significant loss of conserved miRNAs in the Cestoda. A total of 22 conserved miRNA families were confirmed as not detectable in *E. granulosus*, suggesting that the loss of conserved miRNA loci in flatworms is not a random event in metazoan phylogenetics. It might relate to loss of targets in the corresponding species [37] or reduced morphological complexity [38]. A previous study revealed that miRNA invention is closely related to the evolution of tissue identities in bilaterian species [7]. Through comparing these lost miRNA families in *E. granulosus*, we found 8 are not detected in the parasitic Platyhelminthes compared with *S. mediterranea* and 6 are absent from *S. japonicum* and *E. granulosus*. On further analysis of their evolutionary origin, we observed that most of the lost miRNAs may be derived from some specific tissues, which have been reduced or lost in tapeworms. For example, there are 8 conserved miRNA families expressed in the free-living *S. mediterranea* that are absent in the Neodermata. Among these, miR-12, miR-216 and miR-283 have been found mainly present in locomotor ciliated cells, while miR-29 and miR-92 are expressed in the gut [7]. These organs have gradually disappeared in *E. granulosus* and some of the other parasitic Platyhelminthes groups because of a significant decrease in locomotor and digestive activities associated with the parasitic mode of life. Furthermore, in the Neodermata, there is a significant degeneration of peripheral sensory nervous system elements, such as, the loss of eyes in tapeworms. In bilaterians, miR-183 and miR-263 have been reported to have a conserved affiliation with sensory organ differentiation [7, 39] and miR-184 and miR-278 play essential roles in the development of eyes [40, 41]. These sensory tissue-specific miRNAs are not detected in *S. japonicum* (Trematoda) and *E. granulosus* (Cestoda). Thus, it seems that the loss of miRNA loci in *E. granulosus* may be related to the reduction or loss of some specific tissues in the Cestoda.

Additionally, the biological evolution of one species to another is usually accompanied by the acquisition of new miRNA families in the newly evolved species [42]. Although previous studies did not report there was any miRNA family acquired in the Platyhelminthes [8, 9], we observed that mir-3479 was present in *E. granulosus*, *S. mansoni* and *S. japonicum*. This result may be due to the lack of information in other taxa or due to evolutionary innovations to adapt to the new living environment. For tapeworms, in order to escape from host immune attack, *E. granulosus* produces many components to moderate the host immune response, such as EgAgB (antigen B), which interferes with human dendritic cell differentiation and maturation [43]. Further, one recent study has shown that three schistosome-specific miRNAs, Bantam, miR-10 and miR-3479, were detected in the plasma of *S. japonicum-*infected rabbits [44]. These results imply that the gain of miR-3479 in *E. granulosus* or *S. japonicum* may have resulted as an evolved adaptation in the parasitic Platyhelminthes to moderate the host immune response. It is important to note that there are no reports to date on the plasma levels of *E. granulosus* miRNAs in patients with CE. However, some *Dicrocoelium*-specific miRNAs have recently been shown to be present in exosome-like vesicles [45] and similar secretory vesicles have been described previously in the early stages of *E. granulosus* development [46].

Notably, two novel close miRNA clusters (new-15/ new-24/new-61/new-7 and new-12/new-22) were identified in *E. granulosus* and *E. multilocularis*. 

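New-15 had 975.01 TPM in adults, new-24 212 TPM, new-61 1403 TPM, new-7 15065 TPM, new-12 1927 TPM and new-22 255 TPM. Outside adults none of the 6 had more than 10 reads in a library. Folds against libraries with 3 reads or fewer are bounds, and new-15 and new-24 had no read in PSC or cyst membrane. In adults all 6 were above their level in the other libraries. The planned comparison of the spread of their log2 folds with 10000 random sets, at the percentile 16.8 for the 6, cannot test whether they vary together, since near the limit of detection elsewhere the folds mostly follow the level in adults.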

Beside the same genomic location, they display similar patterns of miRNA expression, suggesting that the expression of these novel miRNAs may be co-regulated by the same promoter elements. Furthermore, two clusters of miRNAs share the ‘GGCGCUU’ motif with the known sme-miR-2160. Recently, it has been reported that sme-miR-2160 is enriched in planarian stem cells and is down-regulated in individuals in which stem cells had been abrogated by irradiation [18]. These observations imply that these two clusters of miRNAs may be associated in *E. granulosus* with cell proliferation and differentiation. Moreover, since new-7/12/15/22/24/61 of *E. granulosus* contains six copies of the same seed sequences in the 5′ hairpin arms, these multiple copies may likely be functional, resulting in the dose-dependent regulation of their downstream targets [47, 48]. 

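In the 3 libraries the 5′ arms of the 6 precursors had 37778 reads for new-7, 4843 for new-12, 3522 for new-61, 2444 for new-15, 532 for new-24 and 96 for the star of new-22. The seed of new-15 differs from the GGCGCUU of the others. New-48, on scaffold EG_S00203 from 69029 to 69086, had the seed GGUGCUU and 88 reads, all in the adult library.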

Similar multiple copies of mir-2160 have been identified in *S. mediterranea* [18].

Development in *E. granulosus* involves a number of different life stages including the eggs, activated oncospheres, hydatid cyst, PSC and adult worms. It is a complicated and dynamic process and may be associated with miRNA regulation. By comparing the differential expression pattern of miRNAs, our results showed that let-7 exhibited 3.2-fold and 2.6-fold increased expression in PSC and in the cyst, respectively, compared with the adult. let-7 has been shown to regulate developmental timing in *C.elegans* through the direct target genes *lin-41* and *hbl-1* [49]. Thus, the observation of substantially increased expression of let-7 in the PSC and cyst might be associated with the capability of *E. granulosus* for bi-directional development, differentiating into an adult worm in the definitive host dog gastrointestinal tract or into a secondary hydatid cyst in the intermediate (or human) host [50].

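Let-7 had 15915 TPM in adults, 119114 TPM in PSC (labelled germ layer) and 33980 TPM in cyst membrane (labelled PSC). It was 7.48-fold higher in PSC and 2.14-fold higher in cyst membrane than in adults, from 39893, 377208 and 128497 reads. Under the labels the 2 folds change places. Over the other settings of counting, scaling and naming the fold of PSC lay between 2.14 and 13.4. That of cyst membrane lay between 2.13 and 7.48, the latter with the labels. With libraries named by their totals, the fold of cyst membrane was 4.92 with median-ratio size factors. It was 4.76 when scaled to all reads of 18 to 30 nt. The paper's folds of let-7 are those of its PCR in Table S10, while these are sequencing values. In the paper's own sequencing values, let-7 in adults was 0.143 times that in PSC, against 0.134 here. Adults against cyst membrane gave 0.430 in the paper and 0.468 here.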

Indeed, bi-directional development is a unique biological characteristic of *E. granulosus* and our previous study showed that some protein-coding genes, with high homology to the bile acid receptors and transporters, were located in the *E. granulosus* genome, and that nuclear hormone receptors, including the farnesoid X receptor (FXR) and VDR, may play a key role in stimulating the PSC to develop into adult worms [16]. Recently, the hormone receptors have been reported to directly activate transcription of the evolutionarily conserved let-7 and control the development of larvae to adults in *C. elegans* [51]. Here, we observed a positive correlation between the expression of let-7 and *VDR*, suggesting that VDR may induce crucial miRNA transcriptional events and promote adult development in *E. granulosus*. Furthermore, through miRNA target prediction analysis, we found let-7 could complementary bind to the *VDR* 3′ UTR sequences, suggesting that let-7 may mediate a negative feedback loop controlling the bile acid signal pathway in the development of PSC. Recently, a feedback circuit between let-7-family miRNAs and DAF-12, a homolog of vertebrate FXR and VDR, has been found in *C. elegans* [52] *.* Additional experimental validations are required to explore this relationship in *E. granulosus* in future studies.

## Conclusions

In summary, this study describes the first large scale identification and dynamic characterisation of miRNAs in three developmental stages of *E. granulosus*. A total of 114 mature miRNAs and 62 miRNA stars were identified. Evolutionary conservation analysis suggested that the losses of miRNA families in *E. granulosus* may be associated with morphological reductions. Additionally, GO analysis revealed that the differentially expressed miRNAs and their targets may be involved in diverse development processes, including bi-directional differentiation and nervous system development. Understanding the regulatory processes involving miRNAs in *E. granulosus* may be helpful to explore the mechanism of interaction between this parasitic worm and its definitive and intermediate hosts, and provide new information to develop new interventions and therapeutics for the control of CE.

## Methods

### Ethics statement

Ethical approval for the use of dogs and sheep was given by the Animal Ethics Committee of Xinjiang Academy of Animal Science(XJAASaec2011031506). The protocols for using dogs and sheep were covered under the < The Guidelines for the Care and Use of Experimental Animals > (China) National Science and Development Act 2006–398.

### Preparation of *E. granulosus*samples

The preparation of *E. granulosus* samples for analysis was undertaken as previously described [53, 54]. PSC were aspirated aseptically from several sheep liver hydatid cysts collected from Xinjiang, China. The PSCs were sedimented at 1000 × *g* for 15 minutes and digested by pepsin [16]. After PSC were removed, cyst membranes were rinsed 10 times with PBS and checked microscopy to confirm no PSC attached on the membranes, and then cut into small pieces with a pair of scissors. The cut membranes were soaked in PBS in a flask and stirred for 10 min at 4°C. The flask was placed on bench at room temperature for 3 min to precipitate laminated layer and other cyst tissues. The membrane cells in supernatant were pelleted by centrifuging at 1400 g for 10 min at 4°C. The cells were resuspended with PBS and left on the bench for 3 min to precipitate remained PSC, the supernatant was centrifuged at 1400 × *g* for 10 min at 4°C. Adult worms were collected from experimentally infected dogs using procedures describe earlier [55]. All parasite materials were subjected to a final wash in PBS and then they were suspended in 10 volumes of RNAlater (Ambion, Austin, TX, USA), and stored at -80°C.

### Total RNA extraction

Samples of the 3 different life cycle stages of *E. granulosus* (adult, cyst and PSC) were homogenized in lysis buffer and total RNA was extracted using mirVana™ miRNA isolation kits (Ambion, Austin, TX, USA), according to the manufacturer’s instructions. RNA concentration and purity were monitored using a NanoDrop ND-1000 UV spectrophotometer (Nanodrop Technologies, Wilmington, DE). The RNA integrity was evaluated by an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA) [Additional file 6: Figure S4]. Finally, all RNA samples were stored at -80°C.

### Small RNA library construction and deep sequencing

We constructed each small RNA library using Illumina Small RNA v1.5 Sample Preparation Kits (Illumina, San Diego, CA). Briefly, total RNA (5 μg) of each sample was resolved on denaturing polyacrylamide gel electrophoresis (PAGE) gels, and then fractions of 18 to 30 nt in size were collected. The isolated small RNAs were sequentially ligated to 3′adapters, using T4 RNA ligase 2 (New England Biolabs, Ipswich, MA, USA), and 5′adapters using T4 RNA ligase (New England Biolabs, Ipswich, MA, USA). The ligation products were reverse transcribed using SuperScript Reverse Transcriptase II (Life Technologies, Gaithersburg, MD, USA) and amplified with 12 PCR cycles. Then, 6% (w/v) PAGE was used to purify the amplification products. Finally, the libraries were used for clustering and sequencing using an Illumina Genome Analyzer II (Illumina, San Diego, CA).

### Computational analysis to search for novel miRNAs and other small RNAs

After removing low quality sequence reads and trimming adaptor sequences through miRExpress [56], we collected small RNAs ranging from 18–30 nucleotides and count length distributions. Then, duplicated sequences were removed from the initial dataset to produce a nonredundant set of unique sequences, hereafter referred to as sequence tags. To determine whether these small RNA sequences were from *E. granulosus*, we mapped these small RNA sequences by Bowtie [57] to the draft *E. granulosus* genome sequences [16]. Only those mapping perfectly onto the draft genome were further considered as candidate miRNAs. If a sequence mapped to more than 10 loci in the genome, it was not considered for further analysis. Then, we compared all sequence tags against a database of known miRNA precursors sequences (http://www.mirbase.org/, release 21.0) [4], and profiled every annotated miRNA in each library.

Basing on our earlier findings [16] and scrutiny of the Rfam RNA family database (http://rfam.sanger.ac.uk), we discarded all sequences matching with known *E. granulosus* rRNAs, tRNAs, snRNAs and mRNAs. With the annotation of repeat sequences in the *E. granulosus* genome, small RNAs positioned at repeat loci were identified and annotated as repeat-associated small RNAs. Finally, the remaining clean sequenced reads were used to search for both conserved and novel miRNAs.

In order to identify new miRNAs, we used miRDeep 2.0 [27] to identify miRNAs without prior information. The software uses a Bayesian algorithm and provides a score based on the expected pattern of miRNA-duplex excision from the stem of the precursor hairpins by Dicer [58]. The secondary structures of putative precursors were identified using the RNAfold program [59] and computed by minimum free energy (MFE). We used the following criteria to filter the candidate miRNAs: (1) The lengths of mature miRNA ranged from 18 to 25 nucleotides; (2) The miRNA precursors should have a characteristic fold-back structure and MFE should be less than -20 Kcal/mol; (3) The miRDeep score should be more than 1; (4) The GC content of the mature miRNA should be 15%-85%; (5) Small RNAs with multiple loci in the *E. granulosus* genome were excluded (more than five times); (6) In order to remove accidental hits, only the precursors with at least 5 sequence reads in three libraries were used. Furthermore, these predicted mature miRNAs were also compared with known miRNAs from other species. If the *E. granulosus* miRNAs shared >80% homology with known miRNAs and had the same seed sequences (2–8 nt), the miRNAs were considered as conserved miRNAs and were thus named after the known miRNA [60]. We defined the mature miRNA and miRNA star basing on the total number of reads in three life stages.

### Detection of differential expression

Using the quantifier module of miRDeep2, we summed up read counts for all known or novel mature miRNAs in the sequencing data. Then, relative expression levels were calculated by counting the numbers of respective miRNA reads normalized to the total number of annotated miRNAs in each library. After ignoring the simultaneously lowly expressed miRNAs in three libraries (less than 50 TPM at all stages), differential expression in the three libraries was evaluated using the statistical R package DEGseq [61]. (http://www.bioconductor.org/packages/2.6/bioc/html/DEGseq.html). Based on this statistical model, statistical significances were calculated using Fisher’s exact test and likelihood ratio test, and then corrected for multiple testing according to Benjamini-Hochberg multiple test method [62]. Potentially interesting miRNA candidates were chosen according to the criteria of a 2-fold expression level change and adjusted *P*-value < 0.001.

### MicroRNA target prediction

In order to seek miRNAs targets, we first predicted the 3′UTRs by combined analysis of the predicted mRNAs and the released EST scafford sequences for *E. granulosus* [16]. Only the sequences located at the 3′untranslated region of predicted genes were regarded as potential 3′UTR sequences. Then, the miRanda program [36] was used to predict the target genes for all mature miRNAs. The energy thresholds were set at ≤ -20 kcal/mol and other thresholds used a default value (score threshold, 120; gap-opening penalty, -9; gap-extend penalty, -4). Then, all ESTs sequences predicted to contain miRNA target sites, were annotated as earlier described [16].

### Gene ontology and pathway analysis

Target genes regulated by the different subgroups of miRNAs were collected and subjected to Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. Based on NCBI-nr annotation, we used the BLAST2GO program (http://www.BLAST2go.org/) to obtain GO annotation of every target [63]. Then, the hypergeometric test [64] was used to classify the GO category, and the false discovery rate (FDR) was calculated to correct the *P*-value. KEGG pathway analysis was carried out using the KEGG Automatic Annotation Server for ortholog assignment and pathway mapping (http://www.genome.jp/tools/kaas) [65]. The hypergeometric test was used to assess the significant pathway of enrichment.

### Quantitative RT-PCR of miRNAs and their targets

A stem-loop quantitative RT-PCR was performed to validate the miRNA expression levels in each developmental stage. Total RNA was extracted using mirVana^TM^ miRNA isolation kits (Ambion, Austin, TX, USA) according to the manufacturer’s instructions. The total RNA was reverse transcribed in a 20 μl reverse transcription (RT) reaction using 500 ng total RNA, 1 U PrimeScript RT Enzyme Mix I (Takara Bio, Otsu, Japan), 4 μl of 5 × RT buffer, and 1 μl of 2 μM miRNA-specific stem-loop primers [Additional file 1: Table S14a] designed according to Chen *et al.* [28]. 5.8S rRNA was chosen as a reference and was reverse-transcribed with a specific reverse primer [Additional file 1: Table S14a]. The RT reaction mixture was incubated at 37°C for 30 minutes, then at 85°C for 5 seconds. A control was set up at the same time with no RNA input. With the cDNA products as a template, quantitative PCR was carried out using SYBR® Premix Ex Taq^TM^ (Takara Bio, Otsu, Japan) in a StepOne Plus real-time system (Applied Biosystems, Carlsbad, CA, USA). The primer sequences are listed in [Additional file 1: Table S14a and S14b]. A 10 μl reaction mixture including 1 μl of diluted cDNA (1:5), 0.4 μl of each primer (10 mM), 5 μl SYBR Premix Ex Taq II and 3.6 ml H_2_O was placed in 0.2 ml eight-strip PCR tubes (Applied Biosystems, Carlsbad, CA, USA). Cycling conditions were: 95°C for 30s, followed by 40 cycles of 95°C for 5 s and 60°C for 34 s, 72°C for 60s. For each PCR, dissociation curve analysis was carried out to discriminate the specific products from the primer dimers. The CT-values are the average of three technical and three biological replicates and fold changes of miRNAs and their targets in different samples were calculated by the 2-ΔΔCt method.

### Statistical analysis

The miRNA expression levels in each developmental stage were compared by using a two-tailed *t*-test. Correlation analysis was made using the Pearson correlation coefficient. P < 0.05 was considered statistically significant.

## Electronic supplementary material

Additional file 1: **A file of all supplementary tables in the present study.** **Table S1.** Length distribution of the sequencing reads in three libraries of *E. granulosus.* **Table S2.** Raw data filtration and distribution of sequenced small RNAs across different categories. **Table S3.** All identified known mature miRNAs and miRNA stars. **Table S4.** All predicted novel miRNA precursors in *E. granulosus*. **Table S5.** All identified novel mature miRNAs and miRNA stars. **Table S6.** The conservation analysis of the *E. granulosus* miRNA candidates in present *E. multilocularis.* **Table S7.** Summary of all previously known and newly found miRNAs in *E. granulosus.* **Table S8.** Profiles of miRNAs from adult, protoscolex (PSC) and the cyst of *E. granulosus*. **Table S9.** The miRNAs with different expression patterns in the different development stages of *E. granulosus.* **Table S10.** Validation of miRNA expression patterns by stem-loop real-time quantitative PCR. **Table S11.** The different expression patterns of miRNAs in the adult or cyst compared with PSC. **Table S12.** Target genes of all detected miRNAs. **Table S13.** Gene Ontology (GO) abundance analysis of the putative target genes for the differentially expressed miRNAs in *E. granulosus.* **Table S14.** Sequences of stem-loop RT primers, forward primers and reverse primer.

Additional file 2: **The secondary structure predictions and homology sequence alignments of all predicted miRNAs.**

Additional file 3: Figure S1: Confirmation of expression of novel miRNAs using stem-loop PT PCR.

Additional file 4: Figure S2: Sequence alignment of six new *E. granulosus* miRNAs in two newly found cluster.

Additional file 5: Figure S3: Stem-loop semi-quantitative PCR of six new *E. granulosus* miRNAs with 5.8 s rRNA as an internal control.

Additional file 6: Figure S4: The RNA integrity (RIN) of the Samples of the 3 different life cycle stages.

## Abbreviations

miRNAs: microRNAs
*E. granulosus*: *Echinococcus granulosus*
*E. multilocularis*: *Echinococcus multilocularis*
CE: Cystic echinococcosis
PSC: Protoscolex
GO: Gene ontology
*ATP2B3*: Plasma membrane calcium-transporting atpase 3-like
*LCFACS*: Long-chain acyl-CoA synthetase
MFE: Minimum free energy
3′UTR: 3′-untranslational regions
FDR: False discovery rate
TPM: Transcripts per million
KEGG: Kyoto Encyclopedia of Genes and Genomes.

# Supplementary material for: Genome-wide sequencing of small RNAs reveals a tissue-specific loss of conserved microRNA families in Echinococcus granulosus
**Source:** BMC Genomics. 2014 Aug 29;15(1):736. doi: 10.1186/1471-2164-15-736

egr-bantam

hairpin:  
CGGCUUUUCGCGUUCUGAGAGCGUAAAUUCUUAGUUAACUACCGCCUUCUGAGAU CGCGAUUACAGCUGAU  
mature:  
UGAGAU CGCGAUUACAGCUGAU

ENERGY = -23.5

Bases 1 to 75

10 20 30

-- UUUC U G -- ----| UC

CGGCU UCGCG UCU AGA GCG UUAU U

GUCGA AGCGC AGA UCU CGC AAUUG U

UA CAUU U G UC CAUCA^ AU

70 60 50 40

egr-miR-61

hairpin:  
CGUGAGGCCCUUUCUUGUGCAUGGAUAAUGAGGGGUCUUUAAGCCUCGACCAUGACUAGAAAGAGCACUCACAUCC  
mature:  
UGACUAGAAAGAGCACUCACAUCC

ENERGY = -30.5

Bases 1 to 76

10 20 30

C--- -| C U G AUAUGA CU

GUGAG GC CUUUCU GU CAUGG GGGGU U

CACUC CG GAAAGA CA GUACC CUCCG U

CCUA A^ A U - AG----- AA

70 60 50 40

\*\*\*\*\* \* \*\*

egr-miR-61

UGACUAGAAAGAGCACUCAUCC

sja-miR-61

UGACUAGAAAGUGCACUCACUU--

sma-miR-61

UGACUAGAAAGUGCACUCACUU--

cte-miR-2720-3p

UGACUAGAGAGUUUACUCAUCC--

sme-miR-61a-3p

UGACUAGAAAGUUCACUUACUGU-

sme-miR-61b-3p

UGACUAGAAUGUUCACCUUCUUU-

egr-miR-31

hairpin:  
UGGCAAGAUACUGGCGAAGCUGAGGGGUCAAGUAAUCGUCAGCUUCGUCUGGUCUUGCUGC  
mature:  
UGGCAAGAUACUGGCGAAGCUGA

ENERGY = -32.4

Bases 1 to 61

102030

U-|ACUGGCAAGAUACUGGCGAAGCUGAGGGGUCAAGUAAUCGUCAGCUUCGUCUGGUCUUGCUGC

CG~GU-605040

\*\*\*\*\* \*\*\* \* \*\*

cte-miR-31

AGGCAAGAUUGUUGGCAUAGCU--

lgi-miR-31

AGGCAAGAUUGUUGGCAUAGCU--

sme-miR-31a-5p

AGGCAAGAUUGUUGGCAUAAACUGA

sme-miR-31b-5p

AGGCAAGAUUGCUGGCAUAGCUGA

sma-miR-31-5p

UGGCAAGAUUUGGCGAAGCUGA

sja-miR-31-5p

UGGCAAGAUUACGGCGAAGCUGA

egr-miR-31

UGGCAAGAUACUGGCGAAGCUGA

egr-miR-2162

hairpin:  
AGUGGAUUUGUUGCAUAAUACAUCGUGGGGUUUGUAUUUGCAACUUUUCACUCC  
mature:  
UAUUUGCAACUUUUCACUCC

ENERGY = -20

Bases 1 to 57

```

      10      20
--|   UUU      U  C  G
   AGUGGA  GUUGCAUA UAUA AUC U
   UCACUU  CAACGUAU AUGU UGG G
CC^   UU-      U  U  G
      50      40      30
```

egr-miR-3479

hairpin:  
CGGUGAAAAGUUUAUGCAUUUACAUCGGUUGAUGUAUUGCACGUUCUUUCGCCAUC  
mature:  
UAUUGCACGUUCUUUCGCCAUC

ENERGY = -23.3

Bases 1 to 55

```

      10      20
C--|   UUUU      UU      G
   GGUGAAAG  UGCA  UACAUC G
   CCGCUUUC  ACGU  AUGUAG U
CUA^   UUGC      U-      U
      50      40      30
```

egr-miR-281

hairpin:  
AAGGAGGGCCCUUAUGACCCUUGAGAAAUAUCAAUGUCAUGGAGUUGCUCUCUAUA  
mature:  
UGUCAUGGAGUUGCUCUCUAUA

ENERGY = -22.5

Bases 1 to 59

10 20

AA- C-| CC GAA

GGAGGGC CUUUAUGAC UUGA A

UCUCUCG GAGGUACUG AACU U

AUA UU^ U- AAA

50 40 30

\*\*\*\*\* \*\*\*\*\*

cte-miR-281 UGUCAUGGAGUUGCUCUCUUA

lgi-miR-281-3p UGUCAUGGAGUUGCUCUCUUA

egr-miR-281 UGUCAUGGAGUUGCUCUCUAUA

sme-miR-281-3p UGUCAUGGAUAUGCUCUUC---

egr-miR-36

hairpin:  
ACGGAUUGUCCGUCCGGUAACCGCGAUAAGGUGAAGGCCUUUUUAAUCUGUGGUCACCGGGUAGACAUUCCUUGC  
mature:  
UCACCGGGUAGACAUUCCUUGC

ENERGY = -31.6

Bases 1 to 75

10 20 30

AC-- U CG A - AU----| G

GGA UGUC UCCGGU ACC GCG AAGGU A

CCU ACAG GGGCCA UGG CGU UUCCG A

CGUU U AU C U CAAUUU^ G

70 60 50 40

\*\*\*\*\* \*  
egr-miR-36UCACCGGGUAGACAUCCUUGC-  
sme-miR-36c-3pUCACCGGGUAGACAUUCAUU--  
sja-miR-36-3pCCACCGGGUAGACAUUCAUUCGC  
sma-miR-36-3pCCACCGGGUAGACAUUCAUUCGC  
sme-miR-36a-3pUCACCGGGUAGACAUUCAUA--  
sme-miR-36b-3pUCACCGGGUAGACAUAAUCAUG  
cte-miR-36UCACCGGGUUAACAUAUCAUCCG-

---

egr-miR-133

hairpin:  
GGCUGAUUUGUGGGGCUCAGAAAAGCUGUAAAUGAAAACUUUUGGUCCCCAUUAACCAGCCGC  
mature:  
UUGGUCCCCAUUAACCAGCCGC

ENERGY = -22.9

Bases 1 to 63

102030  
--| A U CU AAGCUGUA  
GGCUG UU GUGGGG CAGAA \  
CCGAC AA UACCCC GUUUU A  
CG^ C U UG CAAAAGUA  
605040

\*\*\*\*\* \* \*\*\*\*\*  
cte-miR-133UUGGUCCCCUUAACCAGCUGU  
lgi-miR-133-3pUUGGUCCCCUUAACCAGCUGU  
sme-miR-133a-3pUUGGUCCCCGUCAACCAGCUGU  
sja-miR-133UUGGUCCCUAUAACCAGCUGU  
sme-miR-133b-3pUUGGUCCCCAUCAACCAGCA--  
egr-miR-133UUGGUCCCCAUUAACCAGCCGC

---

egr-miR-1992

hairpin:  
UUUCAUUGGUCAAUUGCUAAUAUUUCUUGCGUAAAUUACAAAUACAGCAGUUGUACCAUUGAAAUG  
mature:  
UCAGCAGUUGUACCAUUGAAAUG

ENERGY = -21.3

Bases 1 to 68

```

      10      20      30
--  U  -|  A  CUUGC  A
    UUUCA UGGU CAAUUGCU AUUUU  GUA A
    AAAGU ACCA GUUGACGA UAUAAA  CAU U
GU  U  U^  C  -----  U
      60      50      40
```

```

***** *** ***
cte-miR-1992    UCAGCAGUUGUACCACUGAUGUG-
cla-miR-1992    UCAGCAGUUGUACCACUGAUGUGU
lgi-miR-1992    UCAGCAGUUGUACCACUGAUUUG-
egr-miR-1992    UCAGCAGUUGUACCAUUGAAAUG-
sme-miR-1992-3p UCAGCAGUUGUCCAUGAC----
```

egr-miR-307

hairpin:  
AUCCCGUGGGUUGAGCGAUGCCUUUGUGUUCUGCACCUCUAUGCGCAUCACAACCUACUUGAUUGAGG  
mature:  
UCACAACCUACUUGAUUGAGG

ENERGY = -20.4

Bases 1 to 69

```

      10      20      30
----- CC  AGC  CUUU----|  UU
      AUC GUGGGUUG GAUGC  GUG \
      UAG CAUCCAAC CUACG  CAC C
GGAGU  UU  A--  CGUAUCUC^  GU
      60      50      40
```

```

***** * *** ***
egr-miR-307    UCACAACCUACUUGAUUGAGG--
sja-miR-307    UCACAACCUACUUGAUUGAG---
cte-miR-67     UCACAACCUUGCAUGAAUGAGGU-
lgi-miR-67     UCACAACCUUGCAUGAAUGAGGAC
sme-miR-67-3p  UCACAACCUCCAUGAACGAGGGU
```

egr-new-7

hairpin:  
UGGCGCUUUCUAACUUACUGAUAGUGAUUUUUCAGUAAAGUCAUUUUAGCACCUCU  
mature:  
UGGCGCUUUCUAACUUACUGA

ENERGY = -19.7

Bases 1 to 57

10 20  
U-- C -| CUA U  
GG GC UUU ACUUUACUGA UAG G  
CC CG AAA UGAAAUGACUAUU A  
ACU A U^ UAC U  
50 40 30

NA

---

egr-new-10

hairpin:  
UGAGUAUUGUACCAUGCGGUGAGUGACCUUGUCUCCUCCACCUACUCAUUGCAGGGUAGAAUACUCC  
mature:  
UGAGUAUUGUACCAUGCGGUGA

ENERGY = -28.9

Bases 1 to 68

10 20 30  
U| G A ACCUUGUC  
GAGUAUU UACC UGCGGUGAGUG U  
CUCAUAA AUGG ACGUUAUCAU C  
C^ G G CCACCUUC  
60 50 40

NA

---

egr-new-12

hairpin:  
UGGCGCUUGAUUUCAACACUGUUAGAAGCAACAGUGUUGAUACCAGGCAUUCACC  
mature:  
UGGCGCUUGAUUUCAACACUGU

ENERGY = -22.3

Bases 1 to 55

NA

---

egr-new-15

hairpin:  
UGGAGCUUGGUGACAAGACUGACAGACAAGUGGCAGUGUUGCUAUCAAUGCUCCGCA  
mature:  
UGGAGCUUGGUGACAAGACUGAC

ENERGY = -23.3

Bases 1 to 57

NA

---

egr-new-17

hairpin:  
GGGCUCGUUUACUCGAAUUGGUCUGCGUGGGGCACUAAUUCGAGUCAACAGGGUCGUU  
mature:  
GGGCUCGUUUACUCGAAUUGGU

ENERGY = -25.1

Bases 1 to 58

10 20  
G-- -| U CU GU  
GGCUC GUU ACUCGAAUUGGU GC \  
CUGGG CAA UGAGCUUAAUCA CG G  
UUG A^ C -- GG  
50 40 30

NA

---

egr-new-22

hairpin:  
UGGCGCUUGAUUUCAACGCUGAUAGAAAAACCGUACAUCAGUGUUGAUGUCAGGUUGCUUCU  
mature:  
AGUGUUGAUGUCAGGUUGCUUCU

ENERGY = -24.9

Bases 1 to 63

10 20 30  
U-- -| U AGAAAA  
GGC GCUUGAU UCAACGCUGAU C  
UCG UGGACUG AGUUGUGACUA A  
UCU U^ U CAUGCC  
60 50 40

NA

---

egr-new-24

hairpin:  
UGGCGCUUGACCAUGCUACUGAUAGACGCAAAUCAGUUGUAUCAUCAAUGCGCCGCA  
mature:  
UGGCGCUUGACCAUGCUACUGA

ENERGY = -23.7

Bases 1 to 57

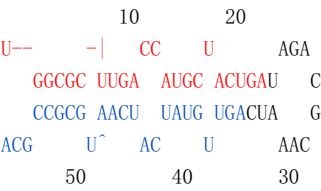

NA

---

egr-new-25

hairpin:  
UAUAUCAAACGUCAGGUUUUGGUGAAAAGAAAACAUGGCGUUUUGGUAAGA  
mature:  
AACAUGGCGUUUUGGUAAGA

ENERGY = -20.5

Bases 1 to 53

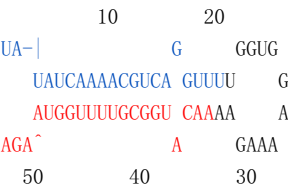

NA

---

egr-new-26

hairpin:  
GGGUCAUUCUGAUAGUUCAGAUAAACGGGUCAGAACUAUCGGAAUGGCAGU  
mature:  
CAGAACUAUCGGAAUGGCAGU

ENERGY = -26

NA

---

egr-new-28

hairpin:  
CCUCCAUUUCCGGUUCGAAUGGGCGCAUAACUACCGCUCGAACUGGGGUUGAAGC  
mature:  
GCUCGAACUGGGGUUGAAGC

ENERGY = -20

NA

---

egr-new-29

hairpin:  
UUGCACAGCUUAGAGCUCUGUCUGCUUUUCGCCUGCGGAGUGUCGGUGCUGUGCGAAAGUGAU  
mature:  
UUGCACAGCUUAGAGCUCUGUC

ENERGY = -27.7

Bases 1 to 63

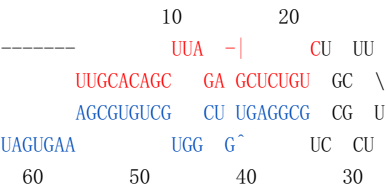

NA

---

egr-new-33

hairpin:  
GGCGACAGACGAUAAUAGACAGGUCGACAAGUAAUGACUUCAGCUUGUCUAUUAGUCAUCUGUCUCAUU  
mature:  
GGCGACAGACGAUAAUAGAC

ENERGY = -26.9

Bases 1 to 69

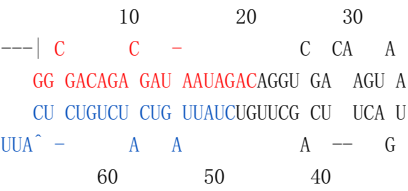

NA

---

egr-new-37

hairpin:  
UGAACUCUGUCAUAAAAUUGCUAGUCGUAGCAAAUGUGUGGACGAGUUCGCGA  
mature:  
UGAACUCUGUCAUAAAAUUGC

ENERGY = -20.3

Bases 1 to 54

NA

---

egr-new-38

hairpin:  
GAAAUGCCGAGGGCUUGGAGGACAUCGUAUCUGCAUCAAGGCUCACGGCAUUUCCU  
mature:  
GAAAUGCCGAGGGCUUGGAGG

ENERGY = -22.9

Bases 1 to 56

NA

---

egr-new-41

hairpin:  
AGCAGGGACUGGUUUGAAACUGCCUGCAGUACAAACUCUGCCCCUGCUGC  
mature:  
UACAAACUCUGCCCCUGCUGC

ENERGY = -22.2

Bases 1 to 50

NA

---

egr-new-42

hairpin:  
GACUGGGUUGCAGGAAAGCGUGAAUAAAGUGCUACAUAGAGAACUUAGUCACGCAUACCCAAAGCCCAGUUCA  
mature:  
CAUACCCAAAGCCCAGUUCA

ENERGY = -30.2

Bases 1 to 72

NA

---

egr-new-43

hairpin:  
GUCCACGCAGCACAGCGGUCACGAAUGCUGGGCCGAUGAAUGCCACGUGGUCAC  
mature:  
GUCCACGCAGCACAGCGGUCA

ENERGY = -20.1

Bases 1 to 54

NA

---

egr-new-45

hairpin:  
AAAGGUCAGGAUGGCGGAGUGAAGGGCGGCACUGACGCGUCAUUECCACCCUCCCCUCCUCCCCUGCCCUUUUC  
mature:  
AAAGGUCAGGAUGGCGGAGUG

ENERGY = -30.7

Bases 1 to 74

NA

---

egr-new-46

hairpin:  
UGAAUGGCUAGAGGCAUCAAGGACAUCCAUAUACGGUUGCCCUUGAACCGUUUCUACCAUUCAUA  
mature:  
UGAAUGGCUAGAGGCAUCAAG

ENERGY = -27.1

Bases 1 to 67

10 20 30  
-- C A--| A U AUA  
UGAAUGG UAGAGGC UCAAG CA CC C  
ACUUACC AUCUUUG AGUUC GU GG A  
AU - CCA^ C U CAU  
60 50 40

NA

---

egr-new-47

hairpin:  
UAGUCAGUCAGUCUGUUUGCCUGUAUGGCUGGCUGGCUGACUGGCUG  
mature:  
UAGUCAGUCAGUCUGUUUGC

ENERGY = -28.6

Bases 1 to 47

10 20  
UAGUCAGUCAGUC GU GCC \  
GUCCGUCAGUCGG CG CGG U  
^ U GU UA  
40 30

NA

---

egr-new-48

hairpin:  
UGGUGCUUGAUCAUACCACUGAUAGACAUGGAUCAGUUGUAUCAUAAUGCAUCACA  
mature:  
UGGUGCUUGAUCAUACCACUGA

ENERGY = -22

Bases 1 to 57

1020

--

-|C C

AGA

UGGUGC UUGAU AUAC ACUGAU C

ACUACG AACUA UAUG UGACUA A

ACU^CUGGU

504030

NA

---

egr-new-50

hairpin:  
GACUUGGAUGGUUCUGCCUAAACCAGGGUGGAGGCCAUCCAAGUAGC  
mature:  
GUGGAGGCCAUCCAAGUAGC

ENERGY = -26.8

Bases 1 to 47

1020

G--

-|UG AA

ACUUGGAUGG UUC CCU C

UGAACCUACC GAG GGG C

CGAG^GUGA

4030

NA

---

egr-new-51

hairpin:  
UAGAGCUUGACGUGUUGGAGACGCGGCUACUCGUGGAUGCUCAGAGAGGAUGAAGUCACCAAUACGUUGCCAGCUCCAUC  
mature:  
UAGAGCUUGACGUGUUGGAGAC

ENERGY = -32.9

Bases 1 to 81

NA

---

egr-new-52

hairpin:  
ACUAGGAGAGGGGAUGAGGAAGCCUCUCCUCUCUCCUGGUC  
mature:  
ACUAGGAGAGGGGAUGAGGA

ENERGY = -29.6

Bases 1 to 42

NA

---

egr-new-55

hairpin:  
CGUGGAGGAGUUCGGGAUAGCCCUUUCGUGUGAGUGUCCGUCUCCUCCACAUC  
mature:  
CGUGGAGGAGUUCGGGAUAGC

ENERGY = -26.7

Bases 1 to 54

10 20  
C--| UU GCC UC  
GUGGAGGAG CGGGAUA CUU G  
CACCUCUC GCCUUGU GAG U  
CUA^ U- --- UG  
50 40 30

NA

---

egr-new-56

hairpin:  
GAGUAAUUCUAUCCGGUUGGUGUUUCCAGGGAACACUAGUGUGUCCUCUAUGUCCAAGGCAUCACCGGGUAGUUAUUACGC  
mature:  
UCACCGGGUAGUUAUUACGC

ENERGY = -34.2

Bases 1 to 83

10 20 30 40  
GA UU U CC----| A U  
GUAU CUAUCCGG UGGUGUUU AGGG ACAC A  
CAUUA GAUGGGCC ACUACGGAA UCUC UGUG G  
CG UU - CCUGUA^ C U  
80 70 60 50

NA

---

egr-new-57

hairpin:  
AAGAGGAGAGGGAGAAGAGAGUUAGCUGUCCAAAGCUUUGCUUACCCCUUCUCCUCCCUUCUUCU  
mature:  
AAGAGGAGAGGGAGAAGAGAGUU

ENERGY = -27.5

Bases 1 to 65

10 20 30

A A A ----- U-| GU

AGAGGAG GGGAG AGA GAGU AGCU C

UCUUCUC CCCUC UCU UUCG UCGA C

- - C UCCCCA UU^ AA

60 50 40

NA

---

egr-new-58

hairpin:  
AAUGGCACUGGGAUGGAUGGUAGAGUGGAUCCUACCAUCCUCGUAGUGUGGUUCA  
mature:  
AAUGGCACUGGGAUGGAUGGUAG

ENERGY = -27.3

Bases 1 to 56

10 20

--| G G U AGUG

AAU GCACUG GA GGAUGGUAG \

UUG UGUGAU CU CCUACCAUC G

AC^ G G - CUUA

50 40 30

NA

---

egr-new-59

hairpin:  
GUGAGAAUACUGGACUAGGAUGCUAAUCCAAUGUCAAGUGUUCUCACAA  
mature:  
GUGAGAAUACUGGACUAGGAUG

ENERGY = -25.2

Bases 1 to 51

NA

---

egr-new-60

hairpin:  
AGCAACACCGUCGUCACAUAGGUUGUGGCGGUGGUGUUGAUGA  
mature:  
GUGGUGGCGGUGGUGUUGAUGA

ENERGY = -21.2

Bases 1 to 49

NA

---

egr-new-61

hairpin:  
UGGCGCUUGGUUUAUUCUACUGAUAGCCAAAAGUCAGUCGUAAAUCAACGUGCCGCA  
mature:  
UGGCGCUUGGUUUAUUCUACUGA

ENERGY = -22.7

Bases 1 to 57

NA

---

egr-new-62

hairpin:  
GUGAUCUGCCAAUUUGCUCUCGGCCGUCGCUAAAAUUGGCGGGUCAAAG  
mature:  
GUGAUCUGCCAAUUUGCUCUC

ENERGY = -20.6

Bases 1 to 51

NA

---

egr-new-63

hairpin:  
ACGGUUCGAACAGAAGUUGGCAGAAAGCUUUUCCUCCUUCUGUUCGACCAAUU  
mature:  
CCUCCUUCUGUUCGACCAAUU

ENERGY = -22.5

Bases 1 to 53

NA

---

egr-new-64

hairpin:  
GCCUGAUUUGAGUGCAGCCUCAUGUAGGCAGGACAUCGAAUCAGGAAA  
mature:  
GCAGGACAUCGAAUCAGGAAA

ENERGY = -21.9

Bases 1 to 48

NA

---

egr-new-65

hairpin:  
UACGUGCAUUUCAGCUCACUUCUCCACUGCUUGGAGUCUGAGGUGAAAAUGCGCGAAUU  
mature:  
UCUGAGGUGAAAAUGCGCGAAUU

ENERGY = -26.1

Bases 1 to 60

NA

---

egr-new-66

hairpin:  
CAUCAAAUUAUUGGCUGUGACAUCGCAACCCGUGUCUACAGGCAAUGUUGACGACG  
mature:  
CAUCAAAUUAUUGGCUGUGACAU

ENERGY = -21.6

Bases 1 to 54

NA

---

egr-new-68

hairpin:  
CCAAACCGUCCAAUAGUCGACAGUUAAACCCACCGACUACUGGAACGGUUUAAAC  
mature:  
CGACUACUGGAACGGUUUAAAC

ENERGY = -24.4

NA

---

egr-new-70

hairpin:  
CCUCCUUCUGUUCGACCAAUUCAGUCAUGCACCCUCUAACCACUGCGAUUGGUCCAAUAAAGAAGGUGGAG  
mature:  
CCUCCUUCUGUUCGACCAAUU

ENERGY = -23.4

NA

---

egr-new-71

hairpin:  
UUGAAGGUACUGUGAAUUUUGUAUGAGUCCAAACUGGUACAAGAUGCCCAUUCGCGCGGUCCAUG  
mature:  
UUGAAGGUACUGUGAAUUUUG

ENERGY = -19.6

NA

---

egr-new-73

hairpin:  
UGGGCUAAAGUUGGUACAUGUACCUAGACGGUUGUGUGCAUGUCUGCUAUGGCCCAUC  
mature:  
UGGGCUAAAGUUGGUACAUGUA

ENERGY = -23.2

NA

---

egr-new-74

hairpin:  
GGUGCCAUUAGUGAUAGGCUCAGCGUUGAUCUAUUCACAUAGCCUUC AUGCGCUUGGAGCGU  
mature:  
GGUGCCAUUAGUGAUAGG

ENERGY = -23.7

NA

---

egr-new-75

hairpin:  
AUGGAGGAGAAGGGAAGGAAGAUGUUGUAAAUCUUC AUCCUCAUCCUCCACAC  
mature:  
AUGGAGGAGAAGGGAAGGAAGA

ENERGY = -24.1

NA

---

egr-new-76

hairpin:  
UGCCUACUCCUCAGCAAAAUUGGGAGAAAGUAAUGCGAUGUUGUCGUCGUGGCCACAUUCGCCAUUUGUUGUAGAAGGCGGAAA  
mature:  
AUAUUGUUGUAGAAGGCGGAAA

ENERGY = -27.1

NA

---

egr-new-78

hairpin:  
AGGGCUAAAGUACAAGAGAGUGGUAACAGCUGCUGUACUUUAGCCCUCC  
mature:  
AGGGCUAAAGUACAAGAGAG

ENERGY = -24.4

NA

---

egr-new-79

hairpin:  
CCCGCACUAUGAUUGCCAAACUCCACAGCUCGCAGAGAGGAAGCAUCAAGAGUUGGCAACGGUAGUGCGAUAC  
mature:  
GUUGGCAACGGUAGUGCGAUAC

ENERGY = -27.2

Bases 1 to 73

NA

---

egr-new-80

hairpin:  
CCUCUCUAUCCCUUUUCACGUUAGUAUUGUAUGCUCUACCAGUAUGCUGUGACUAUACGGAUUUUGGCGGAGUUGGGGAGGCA  
mature:  
CCUCUCUAUCCCUUUUCACGUUA

ENERGY = -27.7

Bases 1 to 83

NA

---

egr-new-82

hairpin:  
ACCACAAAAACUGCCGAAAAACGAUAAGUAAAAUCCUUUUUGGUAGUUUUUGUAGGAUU  
mature:  
UUUGGUAGUUUUUGUAGGAUU

ENERGY = -23.6

Bases 1 to 61

NA

---

egr-new-87

hairpin:  
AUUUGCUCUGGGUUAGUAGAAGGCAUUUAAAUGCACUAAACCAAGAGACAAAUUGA  
mature:  
AUUUGCUCUGGGUUAGUAGAA

ENERGY = -21

Bases 1 to 60

NA

---

egr-new-91

hairpin:  
CUGAUUCGAAACCU~~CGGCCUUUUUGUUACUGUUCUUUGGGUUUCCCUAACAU~~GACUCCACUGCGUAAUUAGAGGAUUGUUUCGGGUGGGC  
mature:  
CUGAUUCGAAACCU~~CGGCC~~

ENERGY = -26.2

NA

---

egr-new-92

hairpin:  
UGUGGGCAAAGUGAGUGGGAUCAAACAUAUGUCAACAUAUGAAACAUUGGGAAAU~~CUCAUGCCUUUGCCCACGAA~~  
mature:  
UGUGGGCAAAGUGAGUGGGAUC

ENERGY = -28.3

NA

---

egr-new-95

hairpin:  
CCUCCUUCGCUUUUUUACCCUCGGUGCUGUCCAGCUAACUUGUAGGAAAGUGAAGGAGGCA  
mature:  
CCUCCUUCGCUUUUUUC

ENERGY = -20.9

Bases 1 to 64

NA

---

egr-new-96

hairpin:  
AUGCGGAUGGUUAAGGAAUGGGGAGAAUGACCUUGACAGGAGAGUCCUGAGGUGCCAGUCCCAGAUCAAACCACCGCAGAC  
mature:  
AUGCGGAUGGUUAAGGAAUGGG

ENERGY = -34.3

Bases 1 to 83

NA

---

## egr-new-97

hairpin:  
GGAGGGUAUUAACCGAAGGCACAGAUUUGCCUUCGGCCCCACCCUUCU  
mature:  
GGAGGGUAUUAACCGAAGGC

ENERGY = -25.6

Bases 1 to 49

10 20  
 --| AUUAA CA  
 GGAGGGU CCGAAGGCA G  
 CUUCCCA GGCUCUCCGU A  
 UC~ CCCC- UU  
 40 30

NA

## egr-new-98

hairpin:  
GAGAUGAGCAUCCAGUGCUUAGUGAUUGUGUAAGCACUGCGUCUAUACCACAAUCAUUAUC  
mature:  
GAGAUGAGCAUCCAGUGCUUA

ENERGY = -21.4

Bases 1 to 63

10                      20  
 GAG-----|                      UC                      GUA  
                          AUGAGCA                      CAGUGCUUA                      \  
                          UACUCGU                      GUCACGAU                      U  
 CUACUUACUACACCA^                      C-                      GUGU  
 60                      50                      40                      30

NA

egr-new-99

hairpin:  
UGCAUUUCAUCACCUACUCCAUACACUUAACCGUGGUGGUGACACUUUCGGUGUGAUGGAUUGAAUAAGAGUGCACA  
mature:  
AUGGAUUGAAUAAGAGUGCACA

ENERGY = -27.4

Bases 1 to 76

NA

---

egr-new-100

hairpin:  
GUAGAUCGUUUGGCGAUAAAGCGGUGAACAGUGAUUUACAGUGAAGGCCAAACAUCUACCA  
mature:  
GUAGAUCGUUUGGCGAUAAAGC

ENERGY = -20.7

Bases 1 to 60

NA

---

egr-new-104

hairpin:  
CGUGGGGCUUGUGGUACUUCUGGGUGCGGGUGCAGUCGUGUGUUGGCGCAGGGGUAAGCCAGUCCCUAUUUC  
mature:  
CGUGGGGCUUGUGGUACUUCUG

ENERGY = -28.8

Bases 1 to 73

NA

---

egr-new-106

hairpin:  
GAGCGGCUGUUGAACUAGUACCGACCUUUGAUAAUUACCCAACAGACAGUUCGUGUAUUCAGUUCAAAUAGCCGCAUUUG  
mature:  
GAGCGGCUGUUGAACUAGUACC

ENERGY = -26

Bases 1 to 81

NA

---

egr-new-107

hairpin:  
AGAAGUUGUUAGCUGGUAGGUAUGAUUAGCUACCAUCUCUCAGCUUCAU  
mature:  
AGAAGUUGUUAGCUGGUAGG

ENERGY = -21.5

Bases 1 to 50

10 20  
A--| UU C G U  
GAAGUUG AG UGGUAG UA G  
CUUCGAC UC ACCAUC AU A  
UUA^ UC U G U  
. 40 30

NA

---

egr-new-108

hairpin:  
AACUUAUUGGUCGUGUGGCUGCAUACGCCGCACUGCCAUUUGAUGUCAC  
mature:  
AACUUAUUGGUCGUGUGGC

ENERGY = -23.1

Bases 1 to 51

10 20  
A-- -| C UGC  
AC UUAUUGGU GUGUGGC A  
UG AGUUUACCG CACGCC U  
CAC U^ U CAU  
50 40 30

NA

---

egr-new-109

hairpin:  
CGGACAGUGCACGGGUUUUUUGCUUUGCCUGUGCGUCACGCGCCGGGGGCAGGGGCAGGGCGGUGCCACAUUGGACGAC  
mature:  
CGGACAGUGCACGGGUUUUU

ENERGY = -42.3

Bases 1 to 83

10 20 30 40

--| GA CAC - G G A C

CG CAGUG GGGUAAU UUGCUUUGCCU UGC UC CG \

GC GUUAC CCCGUGG GGC GGCACGGG ACG GG GC G

CA^ AG A-- C G G - C

80 70 60 50

NA

---

egr-new-113

hairpin:  
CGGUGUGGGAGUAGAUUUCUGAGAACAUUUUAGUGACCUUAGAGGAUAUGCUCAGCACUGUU  
mature:  
CGGUGUGGGAGUAGAUUUCUG

ENERGY = -22.4

Bases 1 to 62

10 20 30

--| GG GA- AA U

CGGUGU GAGUA UUUCUGAG CAU U

GUCACG CUCGU GGAGAUUC GUG U

UU^ A- AUA CA A

60 50 40

NA

---

egr-new-114

hairpin:  
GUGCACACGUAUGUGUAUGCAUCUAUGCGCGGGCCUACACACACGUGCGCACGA  
mature:  
GUGCACACGUAUGUGUAUG

ENERGY = -24.5

Bases 1 to 54

NA

---

egr-new-115

hairpin:  
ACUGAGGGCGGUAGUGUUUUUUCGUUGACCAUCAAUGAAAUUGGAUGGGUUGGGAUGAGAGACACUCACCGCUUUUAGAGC  
mature:  
ACUGAGGGCGGUAGUGUUU

ENERGY = -30.9

Bases 1 to 85

NA

---

egr-new-118

hairpin:  
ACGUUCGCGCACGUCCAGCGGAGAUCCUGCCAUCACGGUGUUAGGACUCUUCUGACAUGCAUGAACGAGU  
mature:  
UCUGACAUGCAUGAACGAGU

ENERGY = -30.4

NA

---

egr-new-119

hairpin:  
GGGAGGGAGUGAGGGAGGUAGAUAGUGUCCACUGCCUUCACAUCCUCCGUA  
mature:  
CCACUGCCUUCACAUCCUCCGUA

ENERGY = -24.3

NA

---

egr-new-120

hairpin:  
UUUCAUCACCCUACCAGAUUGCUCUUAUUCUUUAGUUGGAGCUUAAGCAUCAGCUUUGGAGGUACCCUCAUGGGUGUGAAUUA  
mature:  
UUUCAUCACCCUACCAGAUUGCUCU

ENERGY = -24.2

Bases 1 to 83

NA

---

egr-new-122

hairpin:  
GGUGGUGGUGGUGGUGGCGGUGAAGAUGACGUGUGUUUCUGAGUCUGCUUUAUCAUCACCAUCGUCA  
mature:  
CUGCUUUAUCAUCACCAUCGUCA

ENERGY = -28.5

Bases 1 to 67

NA

---

egr-new-123

hairpin:  
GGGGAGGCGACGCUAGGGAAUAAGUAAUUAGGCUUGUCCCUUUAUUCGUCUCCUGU  
mature:  
GUCCCUUUAUUCGUCUCCUGU

ENERGY = -26.7

Bases 1 to 57

NA

---

egr-new-124

hairpin:  
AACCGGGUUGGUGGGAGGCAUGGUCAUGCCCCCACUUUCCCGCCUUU  
mature:  
AACCGGGUUGGUGGGAGGCAUG

ENERGY = -27.6

Bases 1 to 48

NA

---

## egr-new-125

hairpin:  
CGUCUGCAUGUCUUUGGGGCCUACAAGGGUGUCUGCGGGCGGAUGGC  
mature:  
GGGUGUCUGCGGGCGGAUGGC

ENERGY = -20.9

Bases 1 to 49

10                      20  
 --|            A    CUUU    G            A  
 CGUCUGC UGU            GG GCCCU C  
 GUAGGCG GCG            CU UGGA A A  
 CG~            G    U---    G            A  
 40                      30

NA

## egr-new-126

hairpin:  
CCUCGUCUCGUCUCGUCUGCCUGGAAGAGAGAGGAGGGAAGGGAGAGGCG  
mature:  
CCUCGUCUCGUCUCGUCUC

ENERGY = -26.7

Bases 1 to 52

NA

egr-new-127

hairpin:  
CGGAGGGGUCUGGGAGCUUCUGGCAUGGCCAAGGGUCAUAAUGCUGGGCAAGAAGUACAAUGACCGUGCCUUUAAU  
mature:  
CGGAGGGGUCUGGGAGCUUCUG

ENERGY = -27.6

Bases 1 to 78

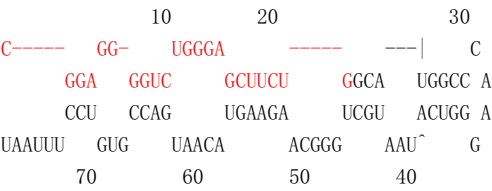

NA

---

egr-new-128

hairpin:  
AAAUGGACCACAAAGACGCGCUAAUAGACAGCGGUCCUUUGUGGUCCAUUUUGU  
mature:  
AAAUGGACCACAAAGACGC

ENERGY = -35.8

Bases 1 to 55

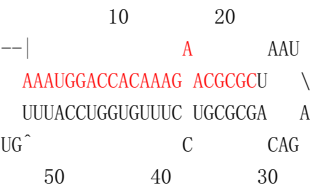

NA

---

egr-new-130

hairpin:  
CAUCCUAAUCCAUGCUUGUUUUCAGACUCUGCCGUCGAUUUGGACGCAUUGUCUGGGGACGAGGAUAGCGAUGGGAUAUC  
mature:  
CAUCCUAAUCCAUGCUUGUUUUCA

ENERGY = -33.5

NA

---

egr-new-131

hairpin:  
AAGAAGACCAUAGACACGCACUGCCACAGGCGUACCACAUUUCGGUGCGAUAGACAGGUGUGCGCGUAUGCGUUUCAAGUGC  
mature:  
AAGAAGACCAUAGACACGCACU

ENERGY = -28.7

NA

---

egr-new-132

hairpin:  
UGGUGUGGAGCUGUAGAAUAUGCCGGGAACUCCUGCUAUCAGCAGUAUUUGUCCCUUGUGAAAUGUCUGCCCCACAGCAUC  
mature:  
UGGUGUGGAGCUGUAGAAUAUG

ENERGY = -28.1

Bases 1 to 84

NA

---

egr-new-134

hairpin:  
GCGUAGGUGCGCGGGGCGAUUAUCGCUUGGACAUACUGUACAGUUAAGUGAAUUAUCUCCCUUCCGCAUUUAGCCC  
mature:  
UCCCUUCCGCAUUUAGCCC

ENERGY = -26.4

Bases 1 to 75

NA

---

egr-new-141

hairpin:  
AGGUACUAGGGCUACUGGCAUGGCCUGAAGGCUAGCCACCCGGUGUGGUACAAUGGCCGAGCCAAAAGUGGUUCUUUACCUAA  
mature:  
AGGUACUAGGGCUACUGGCAUG

ENERGY = -36.2

NA

---

egr-new-143

hairpin:  
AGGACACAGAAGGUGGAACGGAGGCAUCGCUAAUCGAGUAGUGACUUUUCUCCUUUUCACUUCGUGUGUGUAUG  
mature:  
AGGACACAGAAGGUGGAACGGAGGC

ENERGY = -27

NA

---

egr-new-145

hairpin:  
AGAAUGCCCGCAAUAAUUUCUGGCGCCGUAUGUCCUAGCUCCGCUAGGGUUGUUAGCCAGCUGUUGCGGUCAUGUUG  
mature:  
AGAAUGCCCGCAAUAAUUUCUG

ENERGY = -29.8

NA

**Supplement:** Supplementary file 2 — Additional file 2: The secondary structure predictions and homology sequence alignments of all predicted miRNAs.

# Supplementary material for: Genome-wide sequencing of small RNAs reveals a tissue-specific loss of conserved microRNA families in Echinococcus granulosus
**Source:** BMC Genomics. 2014 Aug 29;15(1):736. doi: 10.1186/1471-2164-15-736
**Supplement:** Supplementary file 4 — Additional file 4: Figure S2: Sequence alignment of six new E. granulosus miRNAs in two newly found cluster.

|                   |            |            |            |            |             |            |     |  |   |
|-------------------|------------|------------|------------|------------|-------------|------------|-----|--|---|
|                   | *** ****   |            | ** * **    |            | * ***       |            | *   |  | * |
| <b>egr-new-12</b> | UGGCGCUUGA | UUUCAACACU | GUUAGAAG-- | -----CAAC  | AGUGUUGAUA  | CCAGGCAUUC | ACC |  |   |
| <b>egr-new-24</b> | UGGCGCUUGA | CCAUGCUACU | GAUAGACG-- | ----CAAAUC | AGUUGUAUCA  | UCAAUGCGCC | GCA |  |   |
| <b>egr-new-7</b>  | UGGCGCUUUC | UAACUUUACU | GAUAGUGA-- | ----UUUAUC | AGUAAAAGUCA | UAAAUGCACC | UCA |  |   |
| <b>egr-new-61</b> | UGGCGCUUGG | UUAUUCUACU | GAUAGCCA-- | ----AAAGUC | AGUCGUUAUAA | UCAACGUGCC | GCA |  |   |
| <b>egr-new-15</b> | UGGAGCUUGG | UGACAAGACU | GACAGACA-- | ----AGUGGC | AGUGUUGCUA  | UCAAUGCUCC | GCA |  |   |
| <b>egr-new-22</b> | UGGCGCUUGA | UUUCAACGCU | GAUAGAAAAC | ACCGUACAUC | AGUGUUGAUG  | UCAGGUUGCU | UCU |  |   |

|                   |            |            |            |            |             |            |     |  |  |
|-------------------|------------|------------|------------|------------|-------------|------------|-----|--|--|
|                   | *** ****   |            | ** * **    |            | ***         |            | *   |  |  |
| <b>emu-new-24</b> | UGGCGCUUGA | CCAUGCUACU | GAUAGACG-- | ----CAAAUC | AGUUGUAUCA  | UCAAUGCGCC | GCA |  |  |
| <b>emu-new-61</b> | UGGCGCUUGG | UUAUUCUACU | GAUAGCCA-- | ----AAAGUG | AGUCGUUAUAA | UCAACGCGCC | GCA |  |  |
| <b>emu-new-7</b>  | UGGCGCUUUC | UAACUUUACU | GAUAGUGA-- | ----UUUAUC | AGUAAAAGUCA | UAAAUGCGCC | UCA |  |  |
| <b>emu-new-15</b> | UGGAGCUUGG | UGACAAGACU | GACAGACA-- | ----AGUGGC | AGUGUUGCUA  | UCAAUGCUCC | GUA |  |  |
| <b>emu-new-12</b> | UGGCGCUUGA | UUUCAACACU | GUUAGAAG-- | -----CAAC  | AGUGUUGAUA  | CCAGGCAUUC | ACC |  |  |
| <b>emu-new-22</b> | UGGCGCUUGA | UUUCAACGCU | GAUAGAAAAC | ACCGUACAUC | AGUGUUGAUG  | UCAGGUUGCU | UCU |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

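Small RNA of 18 to 30 nt from adult worms, PSC and cyst membrane of E. granulosus was sequenced on an Illumina Genome Analyzer, with 1 library per stage. For each library the authors removed low-quality reads, trimmed the adaptors with miRExpress, kept reads of 18 to 30 nt and deposited the raw count of each distinct sequence, without normalization and before any match to the genome. The libraries held 23632021, 20978758 and 15975894 reads. With 3 reads as the limit of detection, the lowest level that could be seen was 0.127, 0.143 and 0.188 RPM, reads scaled to all reads of 18 to 30 nt, in adults, PSC and cyst membrane. Shares of reads have 95% Wilson intervals. They cover counting error only, since PCR reads without molecular identifiers are not independent molecules, and no comparison has a replicate check.

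The sample labels and the read totals of Table S1 name the PSC and the cyst membrane library the opposite way, and the names of the deposited files go with the totals. By a rule set before the data were examined, a library with exactly the total and the 13 length classes of a stage was named as that stage, and the labels were the alternative. The Spearman correlation across miRNAs of the counts with those of Table S8 was 0.986 for adults, 0.977 for PSC and 0.977 for cyst membrane under this naming.

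Reads were placed on the 117 precursors of Table S7 with at most 1 mismatch, keeping the placements with the fewest mismatches, and counted for a miRNA when they lay from 2 nt before to 5 nt after the listed sequence. This follows the quantifier of miRDeep2, the program the paper used. A read that matched several miRNAs was counted at each. TPM is the count scaled to the reads assigned to miRNAs in a library, as in the paper. The counts of 2 libraries were compared with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the miRNAs with at least 50 TPM in 1 library or more, and a q-value below 0.001 with a fold above 2 was required. A fold against a library with 3 reads or fewer was computed against 3 reads and is a bound. These tests compare libraries and not stages, and 1 library per stage leaves no estimate of the spread between animals. The authors used DEGseq for these comparisons. Calls against the shared PSC library were set beside 100 simulations of unchanged libraries.

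The rule for the named miRNAs was fixed before the data were examined. They are those the paper names for their expression, the members of the clusters and the 5 with the largest fold among the called miRNAs of each comparison. A miRNA was counted as restricted to a stage with at least 95% of its summed TPM in 1 library and at least 10 reads in all. The spread of log2 folds within a cluster was compared with 10000 random sets, each member drawn from the 12 miRNAs nearest in mean TPM. Precursors were folded with ViennaRNA 2.7.2 at 37 °C.

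Host miRNAs and the families that the paper lists as lost were searched with the first 18 nt of 1 sequence per entry, 32 host entries and 23 entries for the families, with mir-183 apart from mir-96, which Fig. 3 puts in the same family. The sequences and the grouping of host entries by tissue were written from general knowledge before the data were examined. The grouping of families into those that vertebrates have and those of invertebrates only was written in the same way, but after the counts of the families had been seen. They were not taken from a database or from the paper and were not checked against one. A wrong or diverged sequence gives 0 reads, so a count of 0 shows only that no read starts with the sequence used. The adaptor sequences, of which 14 nt had to be present, were also written from general knowledge.

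Alternatives covered the mismatches, the window, the first 18 nt of the mature sequence, shared reads, scaling to all reads of 18 to 30 nt brought to the scale of TPM, TMM factors from edgeR 4.0.16, median-ratio size factors from DESeq2 1.42.0, the naming of the libraries, the TPM filter, the fold, a likelihood-ratio test and edgeR's exact test with an assumed coefficient of variation of 0.4. Others, chosen after the data were seen, are marked as such. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used. Tested on simulated data, the counting found 450 of 450 sequences that belong to an arm and 0 of 266 that belong to none. With 60 of 176 miRNAs changed 8-fold, the test called 21 of 21 miRNAs changed beyond the threshold and 0 of 37 others. In that simulation the most abundant miRNAs were kept unchanged and the counts had no variation beyond counting error. It therefore checks the code and says nothing about how many calls between the real libraries are right.

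The genome and the sets of other non-coding RNAs were not used here, so genome-matched reads and the classes of non-coding RNA were not analysed here. Coordinates are those the paper gives for its precursors. Tables S11 to S14 were not used here.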

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

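The tests of the sequence like miR-7 and of the sequence with the seed of mir-96 were chosen after these results were seen, while the tests on host RNA were set before their results were seen, except that which families are invertebrate-only was written down after the counts of the families had been seen.

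Host miRNAs, which the paper does not analyse, had 6514 RPM, reads scaled to all reads of 18 to 30 nt, in the adult library (95% Wilson interval 6482 to 6546), 2315 in the PSC library (labelled germ layer) (2294 to 2335) and 125.5 in the cyst membrane library (labelled PSC) (120 to 131). They stood out because they lie above the limit that a count of 0 allows, 0.188 RPM or less. If host RNA were in the libraries, host miRNAs would be found in each library, with RPM above those of invertebrate-only families. The invertebrate-only families had 35 reads or 1.48 RPM in adults, above the limit of 3 reads, 2 reads in PSC and 0 in cyst membrane. The library with the fewest host miRNAs had 125.5 RPM, but this is the observation itself and cannot test whether host RNA is its source. The comparison with invertebrate-only families is weak, because the sequences used were written from general knowledge and a sequence unlike the true one gives 0 reads. Of the 32 entries, 29 were above 3 reads in adults, 29 in PSC and 22 in cyst membrane. In adults, where the host is the dog, 29.2% of the host reads were from a set of 6 intestinal miRNAs, against 0.933% in PSC and 1.80% in cyst membrane. The liver set of 1 miRNA took 0.00065%, 4.24% and 8.83%. Intestinal host cells in the adult library are a candidate source, from a list written before the test. The most abundant entries in adults were miR-143 with 55811 reads, miR-192 with 31838, miR-378 with 22451 and miR-21 with 15208. How much each host tissue contributes was not measured. The host entries were 0.651% of the adult reads, so they say nothing about the size of the part of the reads that was not matched to the genome. A biological difference between the stages in their contact with host tissue stays open and was not tested.

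A sequence like miR-7 that lies on no listed precursor had 591165 reads in the cyst membrane library (labelled PSC), 3.70% of that library, against 47723 in the PSC library (labelled germ layer) and 41803 in adults. It stood out as a signal outside the miRNAs the paper discusses. Sequencing errors of miR-7 are argued against, since its reads were 67.7% of those of miR-7 in cyst membrane, where reads with 1 mismatch in the first 18 nt of miR-7 were 1.54%, and it differs from miR-7 at 3 positions in those 18 nt. Host RNA is argued against as well, since it had 295 times the reads of all listed host miRNAs in cyst membrane and 0.272 times in adults. A second miR-7 gene of the parasite may be the source and is a hypothesis. Its place in the genome was not analysed here, and a further organism in the sample was not tested.

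A sequence with the seed of mir-96 that lies on no listed precursor had 56685 reads in the PSC library (labelled germ layer), 29153 in cyst membrane (labelled PSC) and 11764 in adults. It stood out because the paper lists this family as absent. Host RNA is argued against as the whole source, since its RPM fell by 1.48-fold from PSC to cyst membrane, while the 23 host miRNAs with at least 100 PSC reads fell by at least 6.57-fold, with a median of 32.6-fold. Whether it is a member of the family in the parasite stays open, since a seed alone does not place it.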

How the results depend on the processing

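The alternatives below were set before the data were examined unless a sentence says otherwise. The rank of miR-71 was 1 in each library under each of the 11 other settings of counting, scaling and naming. The number of mature miRNAs mainly in the adult library lay between 8 and 10, and the 23 known mature miRNAs were found under every counting setting. The likelihood-ratio test, equal splitting of shared reads and counting miRNAs of the same sequence once left each number of miRNAs in the comparisons within 1.5 times its value. Against adults, let-7 was more than 2-fold higher in PSC and in cyst membrane under all settings of counting, scaling and naming. In cyst membrane against PSC its direction changed with the labels. Of the values of single miRNAs under other settings, 1514 kept their direction and their side of the threshold or stayed within their interval, 149 fell below the threshold in the same direction, 44 passed it, 104 changed direction and 261 moved without a test. The share of lower miRNAs in cyst membrane against PSC depended on the scaling, as given below. Except where the construction of a setting shows it, as with a stricter fold, a filter or exchanged names, the cause was not tested.

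From 10 TPM on, 5 were higher in cyst membrane only in place of 3. Here and below, such numbers for 1 library only still hold the miRNAs with opposite directions.

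With at least 10 reads in all, 16 candidate stars were found in place of 39.

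At 100 reads or more in all, 52.9% of non-conserved miRNAs were restricted to a stage in place of 24.1.

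Under edgeR's exact test with an assumed coefficient of variation of 0.4, 15 miRNAs were higher in adults than in cyst membrane in place of 37, 1 was lower in adults than in cyst membrane in place of 7, 12 were higher in adults than in PSC in place of 19, 2 were lower in adults than in PSC in place of 23, 1 was higher in cyst membrane than in PSC in place of 4, 1 was lower in cyst membrane than in PSC in place of 44, 1 was higher in cyst membrane only in place of 3, 1 was lower in adults only in place of 3, 0 were lower in cyst membrane only in place of 24, 16 mature miRNAs were called in any comparison in place of 42, 3 stars were called in any comparison in place of 20, 19 miRNAs were called in any comparison in place of 62 and 0 had opposite directions from PSC in place of 8.

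Counting only the exact mature sequence, 14 known stars were found in place of 23, 13 stars were called in any comparison in place of 20, 6.41% of reads in adult were assigned to miRNAs in place of 10.6, 13.5% of reads in cyst membrane were assigned to miRNAs in place of 23.7 and 7.34% of reads in PSC were assigned to miRNAs in place of 15.1. Signs of log2 folds changed for miR-4989 (-0.40) in adult against PSC, and of miR-9 (0.057) in adult against cyst membrane.

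Matching the first 16 nt, host miRNAs had 2782 RPM in PSC in place of 2315.

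Counting reads by the first 18 nt of the mature sequence, 13% of reads in adult were assigned to miRNAs in place of 10.6, 27% of reads in cyst membrane were assigned to miRNAs in place of 23.7 and 18.6% of reads in PSC were assigned to miRNAs in place of 15.1. There the sign changed for log2 folds of miR-71 (-0.087) in adult against PSC, and of miR-87 (-0.13) in adult against cyst membrane.

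With a fold above 4, 4 were lower in adults than in cyst membrane in place of 7, 8 were lower in adults than in PSC in place of 23, 2 were higher in cyst membrane than in PSC in place of 4, 26 were lower in cyst membrane than in PSC in place of 44, 1 was higher in cyst membrane only in place of 3, 13 stars were called in any comparison in place of 20 and 3 had opposite directions from PSC in place of 8.

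With library sizes without miR-71 and miR-7, a setting chosen after the data were seen, 19 miRNAs were higher in adults than in cyst membrane in place of 37, 20 were lower in adults than in cyst membrane in place of 7, 12 were higher in cyst membrane than in PSC in place of 4, 8 were lower in cyst membrane than in PSC in place of 44, 10 were higher in cyst membrane only in place of 3, 20 were lower in adults only in place of 3, 5 were lower in cyst membrane only in place of 24 and 5 had opposite directions from PSC in place of 8. Log2 folds with another sign were bantam (-1.31), miR-133 (-0.54), miR-1992 (-0.85), miR-2b (-0.63), miR-2c (-0.15), miR-3479 (-0.78), miR-61 (-0.30), miR-87 (-0.95) in adult against cyst membrane, and of bantam (0.52), miR-1 (0.54), miR-10 (0.73), miR-124a (1.41), miR-31 (0.50), miR-87 (0.055), new-10 (0.57), new-7 (1.26), new-87 (0.18) in cyst membrane against PSC.

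With median-ratio size factors, 22 miRNAs were higher in adults than in cyst membrane in place of 37, 16 were lower in adults than in cyst membrane in place of 7, 9 were higher in cyst membrane than in PSC in place of 4, 13 were lower in cyst membrane than in PSC in place of 44, 8 were higher in cyst membrane only in place of 3, 13 were lower in adults only in place of 3, 8 were lower in cyst membrane only in place of 24 and 4 had opposite directions from PSC in place of 8. The sign of the log2 fold was the other for bantam (-0.82), miR-133 (-0.047), miR-1992 (-0.36), miR-2b (-0.13), miR-3479 (-0.28), miR-87 (-0.46) in adult against cyst membrane, and of bantam (0.27), miR-1 (0.29), miR-10 (0.49), miR-124a (1.16), miR-31 (0.26), new-10 (0.32), new-7 (1.01) in cyst membrane against PSC.

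Without the filter on TPM, 12 were lower in adults than in cyst membrane in place of 7, 30 were higher in adults than in PSC in place of 19, 8 were higher in cyst membrane than in PSC in place of 4, 29 were higher in adults only in place of 18, 7 were higher in cyst membrane only in place of 3, 68 mature miRNAs were called in any comparison in place of 42 and 94 miRNAs were called in any comparison in place of 62.

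Allowing no mismatch, 9.11% of reads in adult were assigned to miRNAs in place of 10.6, 19.9% of reads in cyst membrane were assigned to miRNAs in place of 23.7 and 12% of reads in PSC were assigned to miRNAs in place of 15.1. Changed signs of log2 folds were those of miR-4989 (-0.083) in adult against PSC.

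When reads were allowed past the ends of the listed precursor, a setting chosen after the data were seen, 5 were lower in adults only in place of 3, 12.6% of reads in adult were assigned to miRNAs in place of 10.6, 25.2% of reads in cyst membrane were assigned to miRNAs in place of 23.7 and 17.6% of reads in PSC were assigned to miRNAs in place of 15.1. Signs of log2 folds changed for miR-4989 (-0.0033), miR-71 (-0.023) in adult against PSC, and of miR-87 (-0.17) in adult against cyst membrane.

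Scaled to reads of 18 to 30 nt, 23 miRNAs were higher in adults than in cyst membrane in place of 37, 16 were lower in adults than in cyst membrane in place of 7, 7 were higher in cyst membrane than in PSC in place of 4, 6 were higher in cyst membrane only in place of 3, 8 were lower in adults only in place of 3 and 12 were lower in cyst membrane only in place of 24. There the sign changed for log2 folds of bantam (-0.78), miR-133 (-0.0021), miR-1992 (-0.32), miR-2b (-0.090), miR-3479 (-0.24), miR-87 (-0.42) in adult against cyst membrane, and of miR-124a (0.35), new-7 (0.20) in cyst membrane against PSC, and of miR-4989 (-0.48), miR-71 (-0.51) in adult against PSC.

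Counting every distinct sequence once, 54.1% of sequences in adult were of 20 to 24 nt in place of 73.5, 54% of sequences in cyst membrane were of 20 to 24 nt in place of 71.6 and 52.1% of sequences in PSC were of 20 to 24 nt in place of 73.3.

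Named by their labels, 19 miRNAs were higher in adults than in cyst membrane in place of 37, 23 were lower in adults than in cyst membrane in place of 7, 37 were higher in adults than in PSC in place of 19, 7 were lower in adults than in PSC in place of 23, 44 were higher in cyst membrane than in PSC in place of 4, 4 were lower in cyst membrane than in PSC in place of 44, 19 were higher in cyst membrane only in place of 3, 1 was lower in cyst membrane only in place of 24, 6 of the miRNAs of Table S10 had the direction of the paper's PCR values in cyst membrane against PSC (chosen after the data were seen) in place of 24 and 2 had opposite directions from PSC in place of 8. Log2 folds with another sign were bantam (-0.81), miR-133 (-1.05), miR-219 (-0.39), miR-2b (-1.31), miR-2c (-0.98), miR-3479 (-1.35), miR-61 (-0.73), miR-7 (0.53), miR-71 (0.0023), miR-87 (-0.91) in adult against cyst membrane, and of bantam (0.38), miR-133 (1.16), miR-219 (2.50), miR-2b (1.07), miR-2c (1.55), miR-3479 (0.92), miR-61 (1.39), miR-7 (-3.57), miR-71 (-0.62), miR-87 (0.74) in adult against PSC, and of bantam (1.19), let-7 (1.81), miR-1 (1.17), miR-10 (0.98), miR-124a (0.30), miR-124b (-1.26), miR-125 (2.46), miR-133 (2.202), miR-1992 (-2.93), miR-219 (2.89), miR-277 (2.08), miR-2b (2.38), miR-2c (2.53), miR-31 (1.21), miR-3479 (2.27), miR-36 (3.06), miR-4988 (2.02), miR-4989* (2.84), miR-4989 (3.03), miR-61 (2.12), miR-7 (-4.10), miR-71 (-0.63), miR-87 (1.65), miR-9 (3.28), new-10 (1.14), new-12 (1.99), new-17* (3.23), new-61 (-0.48), new-7 (0.45), new-80 (6.02), new-87* (1.98), new-87 (1.53) in cyst membrane against PSC.

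With TMM factors, 12 were lower in adults than in cyst membrane in place of 7, 8 were higher in cyst membrane than in PSC in place of 4, 24 were lower in cyst membrane than in PSC in place of 44, 7 were higher in cyst membrane only in place of 3, 7 were lower in adults only in place of 3, 13 were lower in cyst membrane only in place of 24 and 5 had opposite directions from PSC in place of 8. The sign of the log2 fold was the other for bantam (-0.35) in adult against cyst membrane, and of miR-10 (0.057), miR-124a (0.74), new-7 (0.58) in cyst membrane against PSC.

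Over the whole arm of the precursor, a setting chosen after the data were seen, 10.7% of reads in adult were assigned to miRNAs in place of 10.6, 24% of reads in cyst membrane were assigned to miRNAs in place of 23.7 and 16.9% of reads in PSC were assigned to miRNAs in place of 15.1.

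For the whole mature host sequence, host miRNAs had 1252 RPM in adult in place of 6514, host miRNAs had 20.8 RPM in cyst membrane in place of 126 and host miRNAs had 548 RPM in PSC in place of 2315.

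Without adaptor reads, a setting chosen after the data were seen, 71.7% of reads in cyst membrane were of 20 to 24 nt in place of 71.6 and 73.8% of reads in PSC were of 20 to 24 nt in place of 73.3.

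Leaving out the most frequent sequence, a setting chosen after the data were seen, 69.7% of reads in adult were of 20 to 24 nt in place of 73.5, 69.3% of reads in cyst membrane were of 20 to 24 nt in place of 71.6 and 68.6% of reads in PSC were of 20 to 24 nt in place of 73.3.

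The percentage of called miRNAs that were lower in cyst membrane than in PSC was 91.7 in the main scaling, 82.5 when scaled to all reads of 18 to 30 nt, 75 with TMM factors, 59.1 with median-ratio size factors and 8.33 with the labels. In adults against PSC it was 54.8, 65.9, 45, 45 and 15.9. The median log2 fold of the tested miRNAs in cyst membrane against PSC was -1.76, -1.11, -0.73, -0.30 and 1.76 in the same order.

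No paired analysis was possible because each stage has 1 library. The share of genome-matched reads and its alternative with 1 mismatch were not run, as the genome was not used here. With 1 library per stage, no alternative that leaves out a replicate could be made. Depth limits the candidate miRNAs most. The median candidate mature miRNA had 27 reads in all, and 17 of the 39 candidate stars had fewer than 5 reads. Folds of new-15, new-24, new-61 and new-22 against PSC are bounds, since that library had 3 reads or fewer for each of them.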

Differences from the paper's values

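Except for the let-7 fold, the values are on the scale of the paper, TPM or a fold of TPM. The alternatives named here were set before the data were examined unless the sentence says otherwise.

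For miR-4988 the TPM was 42.3 in adults, 55.8 in cyst membrane (labelled PSC) and 226 in PSC (labelled germ layer), against the paper's 10474.34, 12561.26 and 95883.37. None of the alternatives set before the data were examined closed these gaps. For miR-87 it was 382, 229 and 720 against the paper's 17502.57, 19390.63 and 34640.86. Counting reads by the first 18 nt of the mature sequence gave 16458, 18072 and 35068, within 1.5 times the paper's values, and the other 8 alternatives did not close the gap. A setting chosen after seeing the values, in which reads may run past the ends of the listed precursor, gave 51747 reads of miR-87 in adults against the paper's 51074 and 321031 reads of miR-1 in cyst membrane against the paper's 289696. Over the whole 3′ arm, a setting also chosen after seeing the values, the precursor of miR-4988 had 30755, 50869 and 380106 reads in adults, cyst membrane and PSC, against the paper's 30565, 50739 and 379087 for miR-4988.

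For miR-1 in cyst membrane the TPM was 46286 against the paper's 71718.95. It was 69572 with TMM factors, 56912 for the exact mature sequence, 71160 by the first 18 nt, 89402 with median-ratio size factors, 51499 without mismatch, 70272 when scaled to all reads of 18 to 30 nt and brought to the scale of TPM, and 104378 with the labels, all within 1.5 times the paper's value. Counting miRNAs of the same sequence once and splitting shared reads did not close the gap.

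The fold of let-7 in PSC against adult was 7.48 against the paper's 3.2, which is its PCR value. With the labels it was 2.14, within 1.5 times that PCR value, and the other 8 alternatives did not close the gap. In the paper's own sequencing values, the fold of let-7 in adults against PSC was 0.143, against 0.134 here. The gap is therefore one between PCR and sequencing, and it is no reason to prefer the labels. The fold of miR-124a in cyst membrane against PSC was 0.814 against the paper's 2.49853. It was 2.24 with median-ratio size factors, and the other alternatives set before the data were examined did not close the gap. With library sizes without miR-71 and miR-7, chosen after seeing the values, the log2 fold was 1.41, which is within 1.5 times the paper's fold. The reads of miR-124a were 142 in adults, 606 in PSC and 589 in cyst membrane, against the paper's 697, 2591 and 6614.

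Other statements differ in direction or in the miRNAs named. The paper gives miR-124a as higher in cyst membrane than in PSC, where the log2 fold here was -0.30. It gives new-87* as higher in adults than in PSC, where the fold here was 1.80, under the threshold, and it was called in opposite directions with the exact mature sequence and with the first 18 nt. MiR-31 and miR-36 had opposite directions here and are not among those the paper lists. Of Table S9, miR-277*, new-10*, new-125, new-126 and new-22* were not called here, and miR-2162 and miR-87 were called here and are not in that table. New-10*, new-126 and new-22* were called with 10 TPM or more and without the filter on TPM, and new-10* also by the first 18 nt of the mature sequence. New-125 was called without mismatch, when scaled to all reads of 18 to 30 nt, with TMM factors and with median-ratio size factors. With reads allowed past the ends of the listed precursor, chosen after seeing the values, miR-277*, new-10* and new-125 were called, and new-125 also with library sizes without miR-71 and miR-7, chosen in the same way. MiR-124a had opposite directions with median-ratio size factors and with those library sizes. The clusters the paper names as miR-71/2b/2d and miR-277 with miR-4988 have in its Table S7 the members miR-71, miR-2c and miR-2b on EG_S00027 and miR-4989 and miR-277 on EG_S00001. The sample labels name the PSC and cyst membrane libraries the opposite way from the totals in the paper's Table S1, while the names of the deposited files go with those totals.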

Other observations

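Of the tests below, those on families listed as lost and on restricted miRNAs were set before their results were seen. The test on composition used library sizes chosen after the data were seen. The others were chosen after the results were seen. The grouping of families listed as lost was written down after their counts had been seen.

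Reads that start with a sequence used for a family the paper lists as lost were 3005 for the 12 entries of families that vertebrates have, of which 8 were above 3 reads in at least 1 library, and 37 for the 11 invertebrate-only entries, of which 2 were. By library the former had 1717 reads in adults, 1240 in PSC (labelled germ layer) and 48 in cyst membrane (labelled PSC). This is consistent with host miRNAs in the libraries. The 2 groups are not a fair pair, because the sequences and the grouping were written from general knowledge, the grouping after the counts had been seen, and an invertebrate sequence that differs from that of the parasite gives 0 reads whether or not the family is there.

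Seeds, nucleotides 2 to 8, of 4 of the 23 entries for these families, mir-184, mir-210, mir-92 and mir-96, were found among 377 groups of frequent sequences with at least 10 RPM in every library. Shuffled seeds were found for 0.470 entries on average, and 13 of 10000 draws had as many (permutation test, one-sided, p = 0.0014), so chance matches are argued against for the set as a whole. The mir-184 seed is that of a sequence on a listed precursor with 388093 reads in PSC. This is probably the 3′ arm of the miR-4988 precursor, which had 380106 reads there over the whole arm. The mir-92 seed is that of 1 sequence on a listed precursor, with 11376 reads in PSC, and of 1 on none. The former is probably miR-3479, which has this seed and 11251 PSC reads in the paper, and which the paper treats as its own family. Below the limit of 10 RPM in every library, new-10, with 16733 reads in adults, has the seed of mir-12, and new-58 that of mir-183. Of the groups, 35 lay on a listed precursor and 342 on none. A shared seed may also arise between unrelated sequences, and no biological explanation was tested.

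The larger share of stage-restricted miRNAs among non-conserved miRNAs was not a matter of few reads alone. Conserved miRNAs thinned to the read numbers of the non-conserved ones were restricted in 4.59% of cases on average, and in 15.5% at most over 1000 draws, against 24.1%. Outside the 6 clustered miRNAs 8 of 52 were restricted, or 15.4%, so the clusters carry much of the difference. A difference between stages in the use of these miRNAs stays open, with no replicate to test it.

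The excess of lower miRNAs in cyst membrane (labelled PSC) against PSC (labelled germ layer) may come from composition (a few abundant miRNAs take most of the reads). With library sizes without miR-71 and miR-7, 12 miRNAs were higher and 8 lower, so that 40% were lower, against 91.7%. Leaving out these 2 moves the log2 folds of a comparison by the same amount for each miRNA, so composition and a true fall of most miRNAs cannot be told apart here.

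The labels of 2 libraries may have been exchanged, and the names of the deposited files go with the totals. Of the 35 miRNAs with PCR values in the paper, 5 had 3 reads or fewer in both cyst membrane and PSC, 3 of them with 0 reads in both, and have no direction. Of the other 30, the direction was that of the PCR values for 24 when libraries were named by their totals, and the labels reverse each direction and leave the other 6. With median-ratio size factors these numbers were 21 and 9, so the test depends on the scaling. The highest stage was that of the PCR values for 29 of 35 by the totals and for 18 by the labels. Which material each library holds was not tested apart from the totals, the counts of Table S8 and these PCR values.

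Fewer reads than in Table S8 were counted for several miRNAs. A candidate explanation for miR-87 is that the listed precursor ends before the reads do, since reads allowed past its end were 51747 in adults against the paper's 51074. For miR-1 that setting gave 862458 against the paper's 816320. For miR-4988 the whole 3′ arm had 380106 reads in PSC, against the paper's 379087 for miR-4988, which Table S7 lists on the 5′ arm, so the paper could have counted the 3′ arm under this name.

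In both comparisons with PSC, 21 miRNAs changed in the same direction and 8 in opposite directions. The 21 became 22 when scaled to all reads of 18 to 30 nt, 12 with TMM factors and 6 with median-ratio size factors. Unchanged libraries with an assumed coefficient of variation of 0.4 gave 5.62 in the same direction on average and 18 at most. They were drawn from the shares of the PSC library, so they cannot test a shift of composition. With edgeR's exact test and the same assumed variation, 1 miRNA changed in the same direction and 0 in opposite directions. The noise of the shared library and a difference of PSC from both other stages cannot be told apart for the 21, because the variation between libraries of a stage is not known.

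The most frequent sequence of the adult library took 12.6% of its reads and had 125525 RPM there, against 74.6 in PSC (labelled germ layer) and 147 in cyst membrane (labelled PSC). It lay on no listed precursor. Its source was not analysed here.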
